# Unraveling the *Plasmodium vivax* sporozoite transcriptional journey from mosquito vector to human host

**DOI:** 10.1038/s41598-018-30713-1

**Published:** 2018-08-15

**Authors:** Alison Roth, Swamy R. Adapa, Min Zhang, Xiangyun Liao, Vishal Saxena, Raaven Goffe, Suzanne Li, Ratawan Ubalee, Gagandeep S. Saggu, Zarna R. Pala, Shilpi Garg, Silas Davidson, Rays H. Y. Jiang, John H. Adams

## Abstract

Malaria parasites transmitted by mosquito bite are remarkably efficient in establishing human infections. The infection process requires roughly 30 minutes and is highly complex as quiescent sporozoites injected with mosquito saliva must be rapidly activated in the skin, migrate through the body, and infect the liver. This process is poorly understood for *Plasmodium vivax* due to low infectivity in the *in vitro* models. To study this skin-to-liver-stage of malaria, we used quantitative bioassays coupled with transcriptomics to evaluate parasite changes linked with mammalian microenvironmental factors. Our *in vitro* phenotyping and RNA-seq analyses revealed key microenvironmental relationships with distinct biological functions. Most notable, preservation of sporozoite quiescence by exposure to insect-like factors coupled with strategic activation limits untimely activation of invasion-associated genes to dramatically increase hepatocyte invasion rates. We also report the first transcriptomic analysis of the *P. vivax* sporozoite interaction in salivary glands identifying 118 infection-related differentially-regulated *Anopheles dirus* genes. These results provide important new insights in malaria parasite biology and identify priority targets for antimalarial therapeutic interventions to block *P. vivax* infection.

## Introduction

Malaria infections are initiated when a *Plasmodium-*infected *Anopheles* mosquito bites a mammalian host, injecting saliva-laden sporozoites into the skin^1–5^. Before transmission, salivary gland sporozoites can remain in a quiescent state for days to weeks under ideal environmental conditions. However, once sporozoites are injected into the skin, a just-in-time activation of molecular processes and induction of gene expression stimulates a remarkably efficient process whereby sporozoites make a ‘mad dash’ to reach the liver and infect hepatocytes^6^. The initial sporozoite activation appears to be linked to the drastic changes in the newly encountered microenvironment, such as change in pH, temperature, amino acids, and serum proteins, especially albumin^7–9^. However, replicating the *in vivo* infection processes in the laboratory is inherently difficult as studies typically begin with isolation of sporozoites through dissection of salivary glands thus resulting in dramatically reduced sporozoite infection rates in cultured hepatocytes compared to infections initiated by direct mosquito bite^10^.

Activation in the skin represents the initial phase of the malaria infection process and it is thought that sporozoites are progressively activated by refined cellular mechanisms to recognize and then respond to extrinsic microenvironmental factors for motile migration, cell traversal, and ultimately hepatocyte invasion^11–13^. A better understanding of the molecular activations that occur during infection should help improve *in vitro* systems to more closely reflect *in vivo* outcomes. Sporozoite motility in the skin is important for parasites to rapidly enter human blood vessels enabling transport to the liver sinusoid by blood circulation. Once in the liver, sporozoites rely on cell traversal to passage through and eventually invade a host hepatocyte^14,15^. While entry into the circulatory system can be immediate, studies have shown accumulation of sporozoites at the injection site for up to 42 hours with almost half of the inoculation present after 3 hours^1,2,16^. Consistent with the just-in-time requirement for sporozoite activation, prolonged *in vitro* exposure of *Plasmodium falciparum* sporozoites to human body temperature, serum proteins, primary human hepatocytes (PHHs), or human skin keratinocytes have been shown to prematurely transform sporozoites to early liver-stage parasites leading to reduction in sporozoites infectivity^9,17^.

*Plasmodium vivax*, the focus of this study, is less well-characterized but is the widest geographically-distributed malaria parasite placing over 2.85 billion people at risk of infection^18–21^. Unlike other human malarias, *P. vivax* has a unique fundamental biological feature where the parasite can remain clinically dormant as a hypnozoite inside the liver until unknown reactivation mechanisms cause relapse to blood-stage^22,23^. Recently, there has been a renewed interest in *P. vivax* due to reports of *P. vivax* dominance in areas previously dominant for *P. falciparum* and the prevalence of both asymptomatic and sub-microscopic parasite carriers^24–27^. However, the inability to maintain continuous *in vitro* blood-stage culture in the laboratory causes sporozoites usage for studies on *P. vivax* vector interactions and liver-stage biology to primarily rely on resource-intensive mosquito infections from clinical isolates. Therefore, a critical need exists to improve efficiency of sporozoite usage to support studies on the unique biology of this neglected malaria parasite, especially to develop new interventions to prevent relapse from dormant liver-stage parasites.

There are more than 400 anopheline mosquito species in the world with over 40 known as dominant vectors for malaria-causing *Plasmodium* species^28^. *Anopheles* mosquito vectors are more permissive to *P. vivax* gametocyte infection than *P. falciparum* showing highly effective transmission rates in far more diverse climates^20,29^. In continental Southeast (SE) Asia, 19 dominant vector species are present, where *Anopheles dirus sensu lato* (s.l.) (Dirus Complex), *An. minimus s.l*. (Minimus Complex), and *An. sundaicus s.l*. (Sundaicus Complex) present as the three most competent malaria vectors. Within the Dirus complex, *An. dirus* (*An. dirus sensu stricto*) is historically the dominant malaria vector in Thailand, Laos, Cambodia, and Myanmar feeding primarily on humans with suitable adaption to human-induced environmental changes^30^. New approaches for entomological malaria transmission metrics are needed for elimination, particularly in regions with diverse vectors and low parasite densities^31^. Identifying *P. vivax* or vector-specific biomarkers in mosquito saliva would improve estimates of transmission variables, and such biomarkers may also serve as targets for transmission interruption^32,33^.

In this study, we report progressive gene activation in *P. vivax* sporozoites in response to microenvironmental stimuli that mimic host factors encountered when transitioning from mosquito to mammal. Effects on sporozoites by modification of the microenvironment were assessed using biometric measurements from *in vitro* functional assays targeting sporozoite motility and invasion of PHHs. These functional assays paired with RNA-seq reveal changes in gene expression associated with sporozoite infectivity and initiation of early liver-stage parasite development. Most importantly, we demonstrate that strategic manipulation of the sporozoite microenvironment can significantly enhance sporozoite *in vitro* infectivity for cultured hepatocytes. Furthermore, using our salivary gland isolation techniques we identified transcriptional signatures in the *An. dirus* mosquito harboring *P. vivax* sporozoites implicating dynamic biological variables that may affect transmission of *P. vivax*. Overall, this study reveals rapid transcriptional changes in *P. vivax* sporozoites in response to host-like stimuli as well as in the *An. dirus* mosquito vector that are important regulators affecting infectivity and transmission.

## Results

### Selection of media and study design to emulate insect and human host-like microenvironment

The microenvironment composition was selected based on media components previously determined to resemble mosquito and human host-like environments that salivary gland sporozoites encounter upon transmission^34,35^. Schneider’s insect media (pH 7) was used to mimic the mosquito microenvironment whereas incomplete RPMI 1640 media with the addition of 3% (w/v) of bovine serum albumin (BSA) represented the human microenvironment (Supplementary Table S1). Our study design focused on the serum protein albumin as it is the most abundant (>50%) of total serum proteins and has important roles in transport as well as modulating osmotic pressure^36^. Additionally, previous studies have shown that addition of albumin significantly contributes to sporozoite activation^8,35^. Further, we used BSA rather than human serum albumin as they are chemically similar, and to avoid serum-donor bias and non-specific protein binding. In total, four different buffered media compositions were tested including RPMI (B1), RPMI + 3% BSA (B2), Schneider’s (B3), and Schneider’s + 3% BSA (B4) (Fig. 1a).

**Figure 1:**
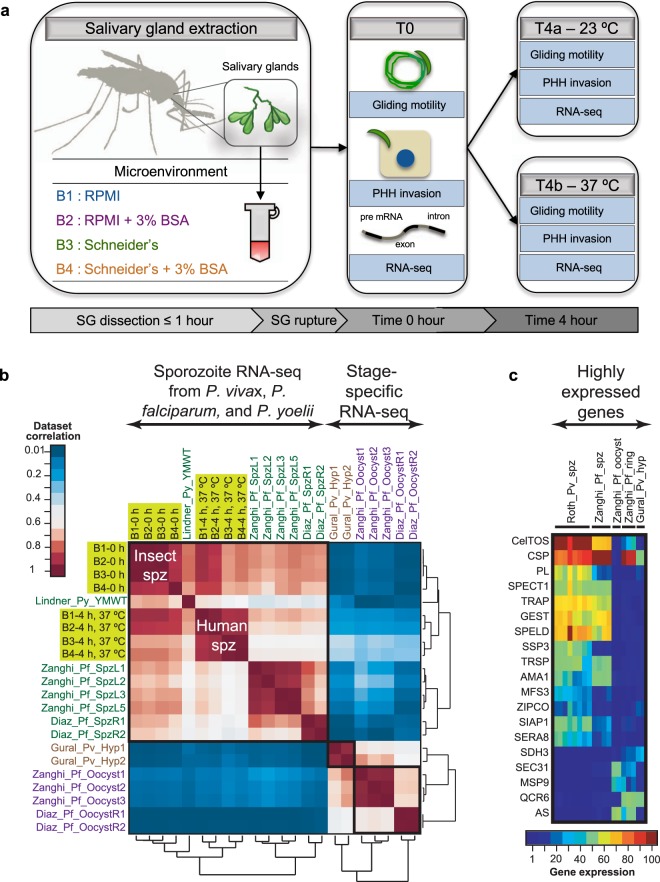
Experimental design for RNA-sequencing of *P. vivax* salivary gland sporozoites (PvSGSs) and transcriptome comparison to different stage-specific *Plasmodium* species. (**a**) PvSGSs are aseptically dissected under an hour into respective experimental microenvironments (B1 = RPMI, B2 = RPMI + 3% BSA, B3 = Schneider’s, B4 = Schneider’s + 3% BSA) with no requirement of purification. Time point 0 h begins immediately after mosquito dissections where PvSGSs are measured in a gliding motility assay and a primary human hepatocyte invasion (PHH) assay with samples simultaneously collected for RNA-seq. This process is repeated for 2 additional time points; (4 h post-dissection at RT and 4 h post-dissection at 37 °C). (**b**) Sporozoites transcriptomes show overall similarities between *P. vivax, P. falciparum*, and *P. yoelii*. Different sporozoites transcriptomes generated in different labs in different species show overall similarities with Kendall’s tau >0.5; and they are less similar to other liver-stage related datasets, like hypnozoite transcriptomes, and oocytes transcriptomes. The datasets generated in this study are shaded yellow. The dendrographs represent the dataset relationships based on correlation of orthologue expression levels. (**c**) Orthologous gene expression levels in *Plasmodium* liver-stage parasites. Sporozoites enriched genes like CelTos, SPECT1, and TRAP are highly expressed in sporozoites in different *Plasmodium* species. Gene expression levels were normalized within sample as expression level ranks for comparisons.

In order to recapitulate the sporozoite’s transitional journey from vector to host, our study design considered initial time zero (0 h) immediately after salivary gland isolation (manual dissection) with subsequent 4 h post-dissection incubations at two different temperatures, room temperature (RT) or 37 °C (Fig. 1a). 

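Infected salivary glands were placed in RPMI, RPMI + 3% BSA, Schneider's or Schneider's + 3% BSA, so that the 4 media and the 3 combinations of time and temperature made 12 conditions. BSA is bovine serum albumin and stands for the mammalian serum component, and Schneider's is an insect cell culture medium. A biological replicate is the parasite isolate of a patient on which mosquitoes were fed, and its number was taken from the sample labels. The labels give 4 °C for the 0 h samples, as do the paper's methods, whereas its quiescent comparison gives RT for those in Schneider's. For each sample the authors mapped the reads to the P. vivax P01 genome with TopHat and deposited the FPKM value (fragments per kilobase of exon, scaled to the mapped reads of the sample) of every gene as Cufflinks estimated it. Comparisons were made on log2(FPKM + 1) with limma's trend method, in a single fit of all 48 P. vivax samples with a mean for each of the 12 conditions, and a contrast gave each condition in a group the same weight. The 2622 genes with a mean of at least 20 FPKM in at least 1 condition were tested. A gene was called when its Benjamini-Hochberg adjusted p was under 0.1 and its unadjusted two-sided p was at most 0.05, as in the paper's methods, and its log2FC reached the threshold of 1 or 2 that the comparison uses. That log2FC is a difference of mean log2(FPKM + 1), whereas the paper's methods take the log2FC of mean FPKM. A log2FC on this scale understates the change of genes with few FPKM.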

We hypothesized that the prolonged 4 h post-dissection sampling would capture sporozoite gene expression specific to the microenvironment in which the sporozoite was maintained. For instance, transformation into early liver-stage parasites when held in a human-like microenvironment, as previously shown in Kaiser *et al*.^17^, or preservation of a quiescent transcriptional state when maintained in an insect-like microenvironment. Additionally, the 4 h post-dissection samples at RT or 37 °C were used to investigate the effect on the sporozoite when exposed to temporal temperature shift. Further, our salivary gland isolations typically consisted of 10–20 mosquitoes per microenvironment condition and required no additional sporozoite purification, reducing sample manipulation. Lastly, *P. vivax* salivary gland sporozoites (PvSGSs) in the various microenvironment conditions were phenotypically assessed at each time point using *in vitro* assays measuring percent gliding motility and invasion rate of PHHs (Fig. 1a).

All *P. vivax* patient isolate-derived samples (48 total) were analyzed for expression of genes showing low experimental variation indicated between replicates (Supplementary Fig. S1a). These samples collected for RNA-seq included 5 biological replicates (patient isolates) for 0 h post-dissection, 3 biological replicates at 4 h post-dissection kept at RT, and 4 biological replicates at 4 h post-dissection kept at 37 °C. The quantified transcript abundance of PvSGS-infected samples showed a mean of 14% ± 9% (± standard deviation.) mapped to *P. vivax* reference genome P01 (PlasmoDB, version 34), a mean of 50% ± 12% mapped to the WRAIR2 *An. dirus* reference genome (Vectorbase, VB-2018-02, AdirW1.7), and a mean of 36% ± 5% of unmapped reads (mean transcript count ≥20 FPKM) (Supplementary Fig. S1b). 

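Across all 6823 listed genes, Pearson's r of log2(FPKM + 1) between replicates of the same condition had a median of 0.830 over 76 pairs of samples. It ranged from 0.702 to 0.924. Genes at 0 in every sample are included, which raises r. Between different conditions of the same isolate the median was 0.835 over 232 pairs. Genes are not independent replicates, so these coefficients describe the samples only. Isolates differed from each other about as much as conditions within an isolate did. After the mean of each condition was subtracted, the deviations of samples from the same isolate had a mean r of 0.305 over 1374 genes, against −0.0828 for samples from different isolates. Samples with the same number deviated together, and the pairing by isolate is taken from the labels. Results with the isolate as a replicate block are given beside those without it. The FPKM values of a sample summed to a median of 518013, from 312640 to 1196010, and the 10 highest genes held a median of 33.1% of that sum. The files do not give numbers of reads, and the depth of a sample is known only relative to the others, from the smallest steps between low FPKM values. On that log2 scale the samples lay between −1.19 and 1.90 around their mean.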

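The tables list 6823 P. vivax gene identifiers, of which 5128 had an FPKM above 0 in at least 1 of the 48 samples. In a single sample, 3447 ± 501 genes (SD, n = 48) had an FPKM above 0, from 2321 to 4233. At least 20 FPKM was reached by 1604 ± 280.2 genes (SD, n = 48). Shares of mapped reads are not analysed here, since FPKM values are scaled within each organism.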

We achieved very high coverage of the *P. vivax* genome, where approximately 10–30% of the total reads (on average half a million malarial parasite reads per sample) are mapped back to the *P. vivax* reference sequences covering over 4000 genes with high confidence, confirming the high-quality preparation of our samples. Furthermore, an average of 70% of RNA transcripts detected from PvSGS samples and uninfected salivary gland controls mapped to *An. dirus* reference genome with, >93% of transcripts mapped to salivary gland-associated genes previously identified from an *An. gambiae* proteomic study^37^ (Supplementary Fig. S1c).

### Sporozoite transcriptome signatures linked to host microenvironments

Initially, sporozoite transcripts were identified through a comprehensive comparison of our sporozoites transcriptome to datasets previously published for *P. vivax* blood-stages^38^. We identified 3,510 up-regulated genes and 1,923 down-regulated genes in the sporozoite stage compared to blood-stages, of which 903 genes were identified as specific to sporozoites (Supplementary Fig. S2 and Supplementary Data S2). As a comparison of sporozoite to blood-stage gene expression across species, we additionally examined previously generated sporozoites transcriptome data from *P. falciparum*^39,40^, *P. vivax*^41^, and *P. yoelii*^42^ (Fig. 1b). The datasets were re-normalized to a scale from 1 to 100, and similarity was calculated using a non-parametric method (Kendall’s Tau). There are overall similarities between sporozoites data across different species with a conserved set of highly expressed genes, such as Cell Traversal protein for Ookinetes and Sporozoites (CelTOS) and Circumsporozoite Protein (CSP) (Fig. 1c). 

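CelTOS (PVP01_1435400) had 42304 ± 38348 FPKM (SD, n = 20 samples) at 0 h, where its median rank among all genes of a sample was 1 and its lowest rank 16. CSP (PVP01_0835600) had 25996 ± 14609 FPKM at 0 h, with a median rank of 3. At 4 h and 37 °C the median ranks were 6 for CelTOS and 10 for CSP (n = 16 samples).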

The overall correlation of transcriptome expression is stronger between the same stage of different species (i.e., sporozoite vs. sporozoite) than the correlation between different stages of the same species (i.e. oocyst or hypnozoite) (Fig. 1b).

Coupling our *in vitro* sporozoite bioassays allowed us to categorize sporozoite genes into three phenotype conditions: (i) quiescent; (ii) invasion-activated; and (iii) early liver-stage (Fig. 2a and Supplementary Data S3). Genes preferentially expressed in salivary glands at RT in insect media without mammalian serum components (BSA) defined the quiescent phenotype. These quiescent-state genes were identified as genes most highly expressed in unperturbed PvSGSs by multiple pairwise comparisons of different microenvironment activators between the key insect-like and mammalian-like variables, including temperature (37 °C vs RT °C, log2FC < −1, *P* (*p* value) ≤ 0.05) (Supplementary Data S4) and insect or mammalian media (with or without BSA, log2FC < −2, *P* ≤ 0.05) (Supplementary Data S5). 

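Between 37 °C and RT at 4 h, 213 genes were lower at 37 °C with a log2FC of at least 1 in size, and 52 with at least 2 in size, in 16 against 12 samples over the 4 media. With the isolate as a replicate block the number was 254. The alternatives that moved it most were quantile normalization between samples added to the block, with 406 genes, and leaving out isolates in turn, with 95 to 207. The number without any fold-change threshold was 283. Among called genes with the same direction in every isolate, the largest fall belonged to PVP01_1330300 and PVP01_1330400, which carry identical FPKM values in every sample, so that their reads cannot be told apart and the pair is 1 uncertain signal. Their log2FC was −5.68 (standard error 1.83, adjusted p = 0.0253 from limma), with lower means at 37 °C in 3 of the 3 isolates that had both temperatures. Between samples with and without BSA over all time points (24 against 24), 3 genes were lower with BSA by a log2FC of at least 2 and 72 by at least 1. Higher with BSA were 40 genes by at least 2 and 252 by at least 1. At a log2FC of at least 2 the fits with the replicate block gave 3 lower and 42 higher genes. Relative depth was higher with BSA by 0.83 on the log2 scale (two-sided permutation test, p = 1.6e-04). With relative depth as a covariate beside the block, chosen after seeing the data, more genes were lower than higher at a log2FC of at least 1. The balance between higher and lower genes thus depends on how depth is treated. Of the genes with the same direction in every isolate, PVP01_0306500, a putative peptidyl-tRNA hydrolase, fell most with BSA, from 28.1 ± 23.9 to 6.16 ± 10.2 FPKM (SD, n = 24 each), a log2 fold change of −2.67 (standard error 0.60, adjusted p = 0.00237).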

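TLP (PVP01_1132600) had 1618 ± 643 FPKM in Schneider's at 0 h (SD, n = 5) and 121 ± 104 FPKM in RPMI + 3% BSA after 4 h at 37 °C (SD, n = 4), a log2 fold change of 4.03 (standard error 0.62, adjusted p = 1.1e-05). It was higher at 0 h in all 4 isolates that had both conditions, and its log2FC with the replicate block was 4.08. Between 37 °C and RT at 4 h over the 4 media its log2FC was −2.27 (adjusted p = 1.4e-05). ROM1 (PVP01_0914900) was higher in Schneider's at 0 h by a log2FC of 1.71 (standard error 0.75, adjusted p = 0.105), which did not pass the call, although all 4 isolates had the same direction, and with the replicate block it was called at 1.53 (adjusted p = 7.7e-04). Between 37 °C and RT, ROM1 differed by −0.15 (adjusted p = 0.847), less than its standard error of 0.43.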

High transcript abundance implicated gliding motility proteins such as TRAP-like protein (TLP) and others (e.g., ROM1) as representative of the quiescent stage. 

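In the fit of all 48 samples, 198 genes were higher at 0 h than at 4 h (20 against 28 samples) by a log2FC of at least 1, and 11 by at least 2. With the replicate block the number at a log2FC of at least 1 fell to 93. Within RPMI + 3% BSA, 219 genes were higher at 0 h (n = 5) than after 4 h at 37 °C (n = 4) by a log2FC of at least 1, of which 115 reached 2, and the replicate block gave 342. Among called genes that moved alike in every isolate, the one with the largest log2FC in that medium was PVP01_1140500, a conserved Plasmodium protein of unknown function, at 6.21 (adjusted p = 0.00326). It had 99.2 ± 65.4 FPKM at 0 h and was listed at 0 in all 4 samples at 37 °C.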

Invasion-activated genes, which were genes preferentially expressed in the early phase (4 h vs. 0 h, log2FC < −2, *P* ≤ 0.05, Supplementary Data S6) and induced by BSA, included > 100 invasion- and motility-related genes (RPMI +3% BSA, 0 h vs. RPMI +3% BSA, 4 h, 37 °C, log2FC < −2, *P* ≤ 0.05, Supplementary Data S7). 

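Within RPMI + 3% BSA, CelTOS (PVP01_1435400) had 44184 ± 46675 FPKM at 0 h (SD, n = 5) and 10879 ± 9036 FPKM after 4 h at 37 °C (SD, n = 4), a log2 fold change of 1.34 (standard error 0.98, adjusted p = 0.374). AMA1 (PVP01_0934200) had 3349 ± 4520.3 and 728 ± 1058 FPKM, a log2FC of 1.52 (adjusted p = 0.574), and TRAP (PVP01_1218700) had 14496 ± 15757 and 4700.3 ± 3442 FPKM, a log2FC of 1.16 (adjusted p = 0.369). The 3 genes were higher at 0 h in 3, 3 and 4 of 4 isolates. None of these differences passed the call, with or without the replicate block.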

Many leading and attempted vaccine candidates are included in the invasion group, such as CelTOS, Apical Membrane Antigen 1 (AMA1) and Thrombospondin-related Adhesive Protein (TRAP). Finally, the early liver-stage is represented by genes with enriched expression at core human body temperature 37 °C (4 h, 37 °C vs. 4 h, RT, log2FC > 2, *P* ≤ 0.05, Supplementary Data S8). 

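At 4 h, 186 genes were higher at 37 °C than at RT by a log2FC of at least 2, and 376 by at least 1, in 16 against 12 samples. The replicate block gave 158 genes at a log2FC of at least 2. Leaving out isolates in turn gave 66 to 297. Among called genes that rose in every isolate, histone H4 (PVP01_0905800) rose most, from 25.2 ± 25.4 FPKM at RT (SD, n = 12) to 408 ± 284 FPKM at 37 °C (SD, n = 16), a log2 fold change of 4.93 (standard error 0.62, adjusted p = 5.9e-07). Ribosomal protein L41 (PVP01_0945000) followed with a log2FC of 4.52 (adjusted p = 0.0290).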

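Of 3 comparisons set here against the gene lists in the paper's later sections, 37 °C against 0 h over all media called 350 genes as higher at a log2FC of at least 2 and 688 at a log2FC of at least 1. The paper's definitions above use other comparisons for the invasion-activated and early liver-stage groups. Schneider's at 0 h against RPMI + 3% BSA at 37 °C called 288 genes as higher at a log2FC of at least 1 and 171 at a log2FC of at least 2, and BSA at 0 h called 0, where 16 genes had an unadjusted p under 0.05. With the replicate block, 857 genes were higher at 37 °C than at 0 h and 451 in Schneider's at 0 h at a log2FC of at least 1, 436 and 182 at a log2FC of at least 2, and 0 with BSA at 0 h at a log2FC of at least 1.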

The early liver-stage is also the largest group, representing a major transcriptome shift when the motile parasite transitions to the intracellular microenvironment and initiates liver-stage parasite development. 

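Descriptions of P. vivax genes were taken from the paper's supplementary tables, which list mostly genes that changed, so the numbers describe those genes and are no test of enrichment. Of 24 genes described as translation initiation or elongation factors, 19 were higher at 4 h and 37 °C than at 0 h, 11 were called, and the median log2FC was 1.97. Of 14 genes described as mitochondrial, 10 were higher and 2 were called, with a median log2FC of 1.29. The numbers of higher genes were 19 and 10 after quantile normalization, and 19 and 10 after median-ratio scaling, which was chosen after seeing the data. In RPMI alone, 7 of the 14 mitochondrial genes were higher and 0 were called, and 20 of the 24 translation factor genes were higher. Between 37 °C and RT at 4 h over the 4 media, 12 of the 14 mitochondrial and 18 of the 24 translation factor genes were higher at 37 °C.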

As expected for intracellular developmental requirements, several hundred up-regulated genes are related to protein biosynthesis, fatty acid synthesis, and mitochondrial function. To analyze these important parameters in our experimental setup, i.e. elapsed time (0 h and 4 h), host temperature shifts (RT and 37 °C), and host chemical environment change (with and without BSA), we calculated the overall transcriptome shift as indicated by Pearson’s r between different experimental conditions. 

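For each of the 48 samples, the distance from 0 h was calculated as 1 minus r, where r is Pearson's correlation across genes of log2(FPKM + 1) in the sample with the mean of the 0 h samples of the other isolates. All 6823 listed genes entered, also those at 0 in every sample, so the size of a distance depends on the genes included. A sample was never compared with its own isolate, so that the 0 h samples give the distance between isolates without any incubation. This distance was 0.111 ± 0.0375 (SD, n = 20) for the 0 h samples themselves. Groups were compared with a two-sided permutation test on the samples, exact where a group had fewer than 10 samples and with 100000 resamples otherwise.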

We used the transcriptomes of freshly-dissected sporozoites (0 h post-dissection) as a baseline of comparison and calculated the similarities between 4 h post-dissection with varying BSA and 37 °C conditions. 

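At 4 h the distance from 0 h was 0.170 ± 0.0329 (SD, n = 16) at 37 °C and 0.125 ± 0.0314 (SD, n = 12) at RT, a difference of 0.0443 (two-sided permutation test, p = 0.00158). At 37 °C it was 0.191 ± 0.0191 (SD, n = 8) with BSA and 0.148 ± 0.0300 (SD, n = 8) without BSA, a difference of 0.0431 (two-sided exact permutation test, p = 0.00637). The coefficient r itself lay between 0.788 and 0.836 in the 8 samples at 37 °C with BSA. With samples paired by isolate and medium as a replicate block, the difference between temperatures was 0.0429 (exact p = 0.0117, higher at 37 °C in 10 of 12 pairs), and that with BSA was 0.0431 (exact p = 0.0312, higher in 7 of 8 pairs). The pairing is taken from the labels, and deviations of P. vivax samples from the same isolate had a mean r of 0.305. Samples of an isolate are not independent, and with 1 mean per isolate the exact p was 0.0571 for temperature (4 isolates against 3) and 0.0286 for BSA (4 against 4). Both are the smallest values that this test allows for groups of these sizes, so that temperature could not pass 0.05. The isolate means ran from 0.158 to 0.181 at 37 °C and from 0.112 to 0.141 at RT. Within isolates the distance was higher at 37 °C in 3 of 3 and higher with BSA in 4 of 4, for which the smallest exact p possible is 0.250 and 0.125. With r calculated on FPKM without a log scale, the difference between temperatures was 0.0935 (permutation p = 0.200), and with Spearman's rho it was 0.0232 (permutation p = 0.115), so that neither passed 0.05. For BSA at 37 °C the difference was 0.0107 (exact permutation p = 0.838) without a log scale and −0.00476 (exact permutation p = 0.752) with Spearman's rho, which also did not pass. A pseudocount of 10 gave 0.0580 for temperature (permutation p = 0.00214) and 0.0697 for BSA (exact permutation p = 7.8e-04). Without non-coding RNA and mitochondrial genes the values were 0.0451 (permutation p = 0.0016) and 0.0445 (exact permutation p = 0.00559). From its own correlations between conditions the paper concludes that temperature changed the transcriptome and that BSA with 37 °C changed it most.

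**Figure D1:**
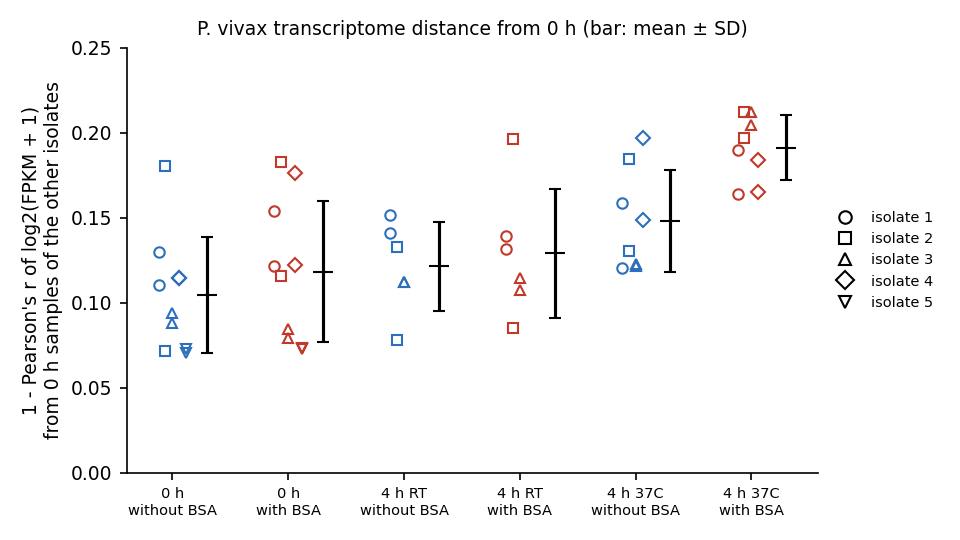
Distance of each P. vivax sample from the 0 h samples of the other isolates (y axis, 1 minus Pearson's r of log2(FPKM + 1), no unit) for samples at 0 h, at 4 h RT and at 4 h 37 °C, without (blue) and with BSA (red). Symbols mark isolates and bars the mean ± SD; the 8 samples at 37 °C with BSA sit between 0.164 and 0.212, and the 12 samples at RT between 0.0783 and 0.196.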

We found a large overall change of transcriptome induced by temperature, with an r decrease to 0.2, when the parasite is maintained at 37 °C. The most significant transcriptome change occurred when both BSA and 37 °C are combined, with an r decrease of 0.3 to 0.5 (Fig. 2b).

**Figure 2:**
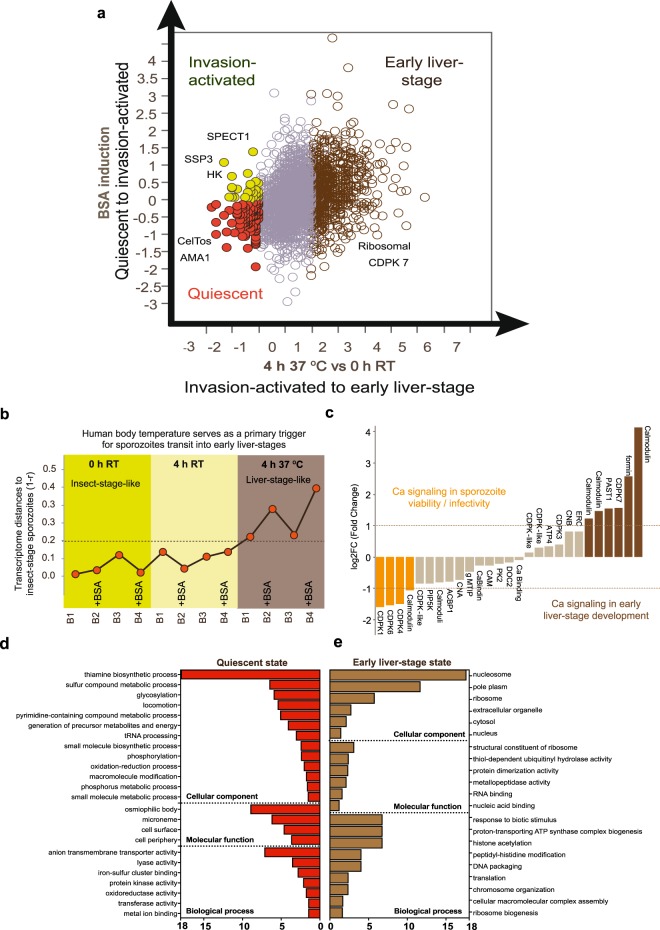
*P. vivax* salivary gland sporozoite (PvSGS) microenvironment linked to transcriptome signatures. **(a)** Three phenotypic groups were indicated in RNA-seq analysis, quiescent, invasion activated, and early liver-stage, which were determined through differential gene expression induced by serum component albumin and temperature shift from RT to 37 °C. **(b)** Pearson’s correlation of all RNA-seq samples shows temperature shift serves as the major trigger for PvSGSs transition to early liver-stage parasites. **(c)** Distinct calcium signaling cascades are identified as PvSGSs transition where calmodulin, CDPK 1, 4, 6 are influential in PvSGSs invasion with presence during quiescent state while calmodulins, formin, CDPK7, and PAST1 are implemented with roles in early liver-stage parasite development. **(d)** Gene Ontology (GO) enrichment analysis were performed on sporozoite quiescent state (red) and early liver-stage state (brown) with emphasis on cellular components, molecular function, and biological processes where bar graphs are indicating fold enrichment with a *P* ≤ 0.05.

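Whether the response to 37 °C depended on BSA was tested as an interaction, the change from 0 h to 4 h at 37 °C with BSA minus the same change without BSA. It passed the call at a log2FC of at least 1 for 98 genes, of which 73 had a positive term and 25 a negative one. A positive term can be a larger rise or a smaller fall with BSA, and its sign does not tell these apart. The interaction terms of the called genes ran from −2.95 to 7.92 with a median of 2.92. With the replicate block 296 genes passed, and with each isolate left out in turn the number lay between 11 and 86. When BSA labels were exchanged within isolate, base medium and time point, 5 of 100 splits, the real one included, gave as many as 98 genes. Another split gave up to 152, so the number cannot be told apart from such exchanges. Relative depth at 37 °C was also higher with BSA, by 1.21 on the log2 scale.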

### An insect-like microenvironment improves sporozoite vitality and hepatocyte invasion

To define the most suitable conditions to sustain viability and infectivity of freshly-dissected PvSGSs, pH and time were experimentally assessed using dissection into Schneider’s insect media in comparison to RPMI. For all experiments, sporozoite viability and infectivity were measured using *in vitro* assays of sporozoite invasion of cultured PHHs and quantification of development of liver-stage parasites after 6–8 days post-infection. Collection of freshly dissected PvSGSs into Schneider’s, pH 4 adversely affected sporozoite viability, resulting in no hepatocyte invasion and liver-stage parasite development, whereas Schneider’s, pH 7 resulted in the highest rates of PHH infection and liver-stage parasite development (3-fold higher than RPMI) (Supplementary Fig. S3a). When collected PvSGSs were maintained for 24 hours (at 4 °C or RT), only PvSGSs in Schneider’s, pH 7 or Schneider’s +3% BSA, pH 7 retained the ability to invade hepatocytes showing a ~2-fold increase in liver-stage parasites when the PvSGSs were maintained at RT (Supplementary Fig. 3b). These studies demonstrated that sporozoites-infected salivary glands collected into Schneider’s, pH 7 are most efficient for hepatocyte infection, and these conditions are capable of maintaining sporozoite viability for at least 24 hours. The media Schneider’s, pH7 was thus selected as the insect-like environment for our RNA-seq study and is referred to as “Schneider’s” hereafter.

The PvSGSs samples collected for RNA-seq were also simultaneously subjected to bioassays measuring sporozoite motility and invasion of PHHs. We found PvSGSs exposed to Schneider’s insect media showed a prolonged gliding motility phenotype across all time points (>60%) in comparison to RPMI which had a large reduction to <10% gliding after time 0 (Fig. 3a–e and Supplementary Fig. S4). Also, significant differences in infectivity and liver-stage parasite development resulted from exposure to the different microenvironments (Fig. 4a–d). Of highest importance, PvSGSs dissected into Schneider’s with subsequent addition of serum-containing hepatocyte culture media (HCM) at the time of hepatocyte infection produced superior PHH infection rates with complete development of day 8 liver-stage schizonts and hypnozoites. At 0 h post-dissection, PvSGSs collected in Schneider’s were inoculated in PHHs at 5 × 10^3^ sporozoites per well generating an average of 269 ± 91 liver-stage parasites per well of a 384-well plate, which is greater than a 2-fold increase over collection media RPMI of 115 ± 30 liver-stage parasites (Fig. 4b). Similarly, at 4 h post-dissection, 37 °C only PvSGSs in Schneider’s and Schneider’s + BSA mediums successfully infected PHHs (Fig. 4d). Immunofluorescence staining of the parasitophorous vacuole membrane (PVM) biomarker Upregulated in Infective Sporozoites 4 (UIS4) and active glycolysis biomarker Glyceraldehyde 3-Phosphate Dehydrogenase (GAPDH) were used to identify liver-stage parasites and distinguish between developing schizonts and hypnozoites (Fig. 4e–f)^43^. All liver-stage parasites were imaged, classified, and quantified on a high-content imaging system (Operetta, Perkin Elmer) following an established methodology previously described^44^.

**Figure 3:**
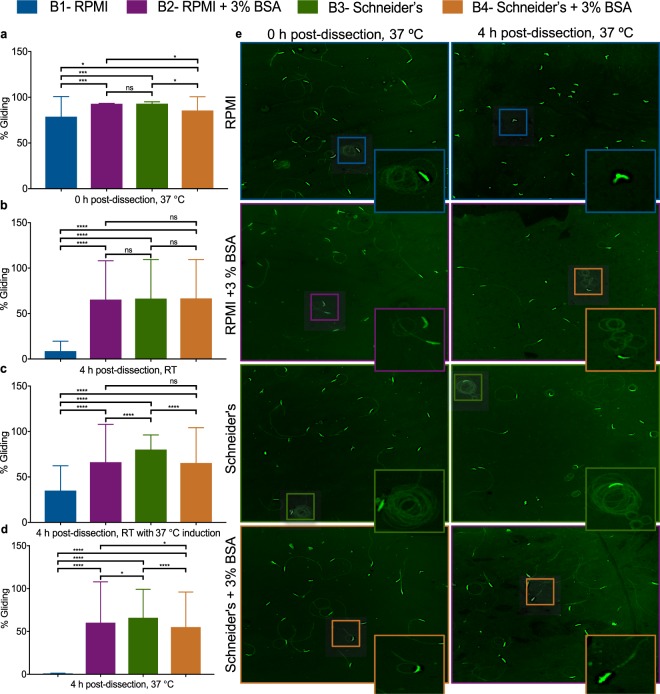
Human body temperature and albumin serves as triggers for sporozoite motility while insect microenvironment maintains sporozoite viability. (**a**) Imaged *P. vivax* salivary gland sporozoites (PvSGSs) exhibit gliding motility in all experimental microenvironments upon rupture from salivary glands during 0 h post-dissection, 37 °C (T0, 37 °C). (**b**) PvSGSs maintained for 4 h post-dissection at room temperature (RT) retain gliding motility in microenvironments induced by buffered mediums containing BSA (RPMI + 3% BSA and Schneider’s + 3% BSA), or in insect-like media, Schneider’s. (**c**) PvSGSs in mammalian-like microenvironment (RPMI) reactivate gliding motility when maintained 4 h post-dissection, RT and subjected to a 30 min induction at 37 °C (**d**) Only PvSGSs maintained in insect-like microenvironment (Schneider’s) show circular motility patterns 4 h post-dissection,37 °C. (**e**) Representative images of PvSGSs gliding motility at 0 h and 4 h post-dissection, 37 °C. A standard sandwich immunofluorescence assay (IFA) based on the monoclonal anti-circumsporozoite protein (CSP) antibody was used to visualize sporozoite motility where manual quantification (from 10 fields of view or 1,000 total PvSGSs) was used to measure sporozoite metrics (percent gliding, motility path). All images were captured at 20x magnification, 0.74 NA. Scale bars (white) represent 10 µM. Graph bars represent mean with s.d for experimental replicates (n = 10) and biological replicate (n = 3) from 10 fields of view or 1,000 PvSGSs. Statistical significance was calculated using a two-way ANOVA with Tukey’s multiple comparisons test to all means where statistical significance values are represented as *P* < 0.05 (*), *P* < 0.001 (***), and *P* < 0.0001 (****). (Blue = RPMI, Purple = RPMI + 3% BSA, Green = Schneider’s, Orange = Schneider’s + 3% BSA).

**Figure 4:**
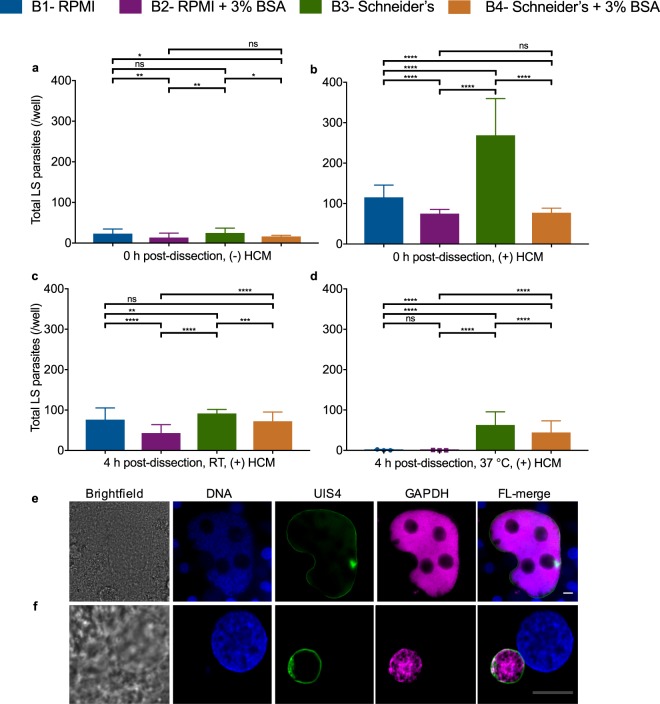
Hepatocyte culture media (HCM) increases *P. vivax* salivary gland sporozoites (PvSGSs) invasion of primary human hepatocytes (PHHs). (**a**) The 0 h post-dissection (−) hepatocyte culture media (HCM) refers to PvSGSs collected, diluted, and inoculated in PHHs using respective experimental media and no addition of HCM where all showed low formation of liver-stage parasites. (**b**) PvSGSs diluted in HCM containing non-heat inactivated serum (0 h post-dissection, (+) HCM) show increased liver-stage parasite development with highest rates in sporozoites dissected into Schneider’s. (**c**) PvSGSs show a decrease in liver-stage parasite development following an incubation at RT (room temperature) for 4 h post-dissection compared to 0 h post-dissection, (+) HCM) where the mammalian media-based microenvironment (RPMI) had the lowest rates. (**d**) PvSGSs maintained for 4 h post-dissection at 37 °C lack liver-stage parasite development in mammalian media-based microenvironments (RPMI and RPMI + 3% BSA) while sporozoites in insect media-based microenvironments (Schneider’s and Schneider’s + 3% BSA) retain PHH infectivity. (**e**) Representative image of a *P. vivax* developing schizont on day 8 post-infection while (**f**) is a representative image of a day 8 *P. vivax* hypnozoite where both are positively stained by anti-UIS4 and anti-GAPDH. All PHH invasion assays were performed with 5.0 × 10^3^ sporozoites per well inoculum with fixation on day 8 post-infection. Graph bars represent means with s.d for experimental replicates (n = 5 or 6) and biological replicates (n = 3). Statistical significance was calculated using a two-way ANOVA with Tukey’s multiple comparisons test to all means where statistical significance values are represented as *P* < 0.05 (*), *P* < 0.005 (**), *P* < 0.001 (***), *P* < 0.0001 (****). Scale bars white represent 10 µm and grey represent 5 µm. (Blue = RPMI, Purple = RPMI + 3% BSA, Green = Schneider’s, Orange = Schneider’s + 3% BSA).

### Identification of genes involved in sporozoite quiescent state

To discover the molecular metabolic activities of the sporozoite quiescent state, differentially expressed genes were identified between insect-like sporozoites at 0 h, (Schneider’s, RT) with environmentally activated sporozoites (4 h post-dissection, RPMI + 3% BSA, 37 °C). 

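Schneider's at 0 h (n = 5) and RPMI + 3% BSA after 4 h at 37 °C (n = 4) differ in medium, BSA, time and temperature together, so this contrast gives their joint change. Without a replicate block, 288 of 2622 tested genes were higher in Schneider's at 0 h by a log2FC of at least 1, and 171 by at least 2. With the isolate as a replicate block the number was 451. The alternative that moved it most, the block with quantile normalization between samples, gave 679, and leaving out each isolate in turn gave 142 to 315.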

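Of the genes that the paper lists as quiescent, 196 passed the filter on FPKM, and 196 of them were higher in Schneider's at 0 h than in RPMI + 3% BSA at 37 °C. The call was passed by 129 of them, which is 44.8% of the 288 genes called. The 30 genes of Table 1 had log2FC values from 1.32 to 5.71 with a median of 2.92, and 23 of them were called. The list was made from these samples, so the shared direction is no independent check.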

Transcriptome profiling revealed 197 genes down-regulated upon entry into the human-like environment with the highest annotated differentially expressed genes summarized in Table 1. Of the 197 differentially expressed genes, 74 are unknown with the remaining 123 having annotated sporozoite-associated roles (Supplementary Data S3). 

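Of the cell traversal genes, GEST (PVP01_1258000) had 19006 ± 18593 FPKM in Schneider's at 0 h (SD, n = 5) and 2279 ± 2623 FPKM in RPMI + 3% BSA at 37 °C (SD, n = 4), a log2 fold change of 3.23 (standard error 1.48, adjusted p = 0.122). SPECT1 (PVP01_1212300) changed by 1.94 (adjusted p = 0.100) and CelTOS (PVP01_1435400) by 2.12 (adjusted p = 0.125). The spread between isolates was close to the size of the means for these 3 genes, and none of them passed the call, nor did TRAP (PVP01_1218700) at 1.69 (adjusted p = 0.159). The 4 genes were called with the replicate block, GEST at 2.69 (adjusted p = 0.0175), SPECT1 at 1.68 (adjusted p = 2.1e-04), TRAP at 1.44 (adjusted p = 0.0167) and CelTOS with an adjusted p of 0.0243. The other motility and invasion genes passed it. TLP (PVP01_1132600) had the largest log2FC at 4.03 (adjusted p = 1.1e-05), followed by TRSP (PVP01_0210700) at 2.53 (adjusted p = 0.0160) and PFN (PVP01_0730900) at 2.45 (adjusted p = 0.00130). CSP (PVP01_0835600) changed by 1.79 (adjusted p = 0.0184) and SPATR (PVP01_0412300) by 1.52 (adjusted p = 0.0158). Each of these genes was higher at 0 h in each of the 4 isolates with both conditions. With each isolate left out, the log2FC of PFN stayed between 2.03 and 2.72 and that of CSP between 1.57 and 2.11.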

Familiar annotated proteins expressed include the cell traversal proteins Gamete Egress and Sporozoite Traversal protein (GEST), Sporozoite Protein Essential for Cell Traversal 1 (SPECT1), CelTOS, and the motility/invasion related proteins Thrombospondin-Related Adhesive Protein (TRAP), TRAP-like Protein (TLP,) Thrombospondin-Related Sporozoite Protein (TRSP), CSP, Secreted Protein with Altered Thrombospondin Repeat domain (SPATR), and profilin (PFN). Notably, our differential-expression analysis revealed genes involved in intracellular calcium signaling cascades, including Calcium-Dependent Protein Kinase (CDPK) 4, centrin (CEN) 2, and CDPK6, indicating proteins are maintained by sporozoites prior to stimulation from the mammalian host (Fig. 2c) (FPKM ≥ 20, log2FC ≥ 1, *P* ≤ 0.05). 

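CEN2 (PVP01_1260400) fell from 1575 ± 904 FPKM in Schneider's at 0 h (SD, n = 5) to 280.3 ± 105 FPKM in RPMI + 3% BSA at 37 °C (SD, n = 4) and was called with a log2FC of 2.41 (standard error 0.51, adjusted p = 7.4e-04). CDPK6 (PVP01_0923400) fell from 391 ± 291 to 101 ± 91.5 FPKM and was called at 2.21 (adjusted p = 0.0586). CDPK4 (PVP01_0313300) fell from 1715 ± 1158 to 404 ± 370.4 FPKM, and its log2FC of 2.33 had a standard error of 1.10 and an adjusted p of 0.133, which is outside the call. With the replicate block the 3 values were 2.30, 1.88 and 1.99 in the same order, and CDPK4 was called there (adjusted p = 0.0170).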

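PMX (PVP01_0112200) had 2082 ± 1429.7 FPKM in Schneider's at 0 h (SD, n = 5) against 341 ± 88.8 FPKM in RPMI + 3% BSA at 37 °C (SD, n = 4), a log2 fold change of 2.36 (standard error 0.49, adjusted p = 6.9e-04). SUB2 (PVP01_0937800) had 129 ± 86.4 against 32.7 ± 15.8 FPKM and was called at 1.80 (adjusted p = 0.0160). AMA1 (PVP01_0934200) had 3048 ± 3399 against 728 ± 1058 FPKM, SDs above the means, and its log2FC of 2.21 (adjusted p = 0.373) was not called, nor was that of 1.61 (adjusted p = 0.179) with the replicate block. Its direction was the same in 4 of 4 isolates.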

Further, our results implicate genes with unexplored but hypothesized roles in sporozoites such as the recently characterized proteolytic cascade in *P. falciparum* blood-stage involving Plasmepsin X (PMX), subtilisin 2 (SUB2), and AMA1 used for invasion (FPKM ≥ 20, log2FC ≥ 1, *P* ≤ 0.05)^45^. In total, we identified 74 genes with unknown functions that we predict may have a role in the sporozoite pre-invasive, quiescent state. 

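PVP01_0319000 fell from 2562 ± 681 FPKM in Schneider's at 0 h (SD, n = 5) to 228 ± 66.1 FPKM in RPMI + 3% BSA at 37 °C (SD, n = 4), a log2 fold change of 3.48 (standard error 0.40, adjusted p = 8.5e-08), and its log2FC stayed between 3.34 and 3.66 with each isolate left out. PVP01_0943600 fell from 339 ± 326 to 25.7 ± 37.0 FPKM and was called at 4.95 (adjusted p = 0.00704). PVP01_0210600 fell from 1724 ± 1833 to 219 ± 307 FPKM, and its log2FC of 3.20 (adjusted p = 0.205) was not called without the replicate block, with which it was called at 2.53 (adjusted p = 0.0408). From genes of unknown function such as these, the paper proposes roles in the quiescent state before invasion.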

Among the top most highly expressed were PVP01_0943600, PVP01_0210600, and PVP01_0319000 (FPKM ≥ 20, log2FC ≥ 2, *P* ≤ 0.05) (Supplementary Data S3).

**Table 1:** 30 genes with annotations most highly up-regulated in quiescent *P. vivax* sporozoites.

**Gene ID**	**Product description**	**Gene symbol**	***p*** **-value**
PVP01_1105500	nucleoside diphosphate kinase, putative	NDK	<0.0001
PVP01_1132600	TRAP-like protein, putative	TLP	<0.0001
PVP01_0613800	merozoite TRAP-like protein, putative	MTRAP	<0.0001
PVP01_1226800	nicotinamide/nicotinic acid mononucleotide adenylyltransferase, putative	NMNAT	0.0093
PVP01_1124400	sphingomyelin synthase 2, putative	SMS2	0.0160
PVP01_0607900	phospholipid scramblase, putative		0.0003
PVP01_1258000	gamete egress and sporozoite traversal protein, putative	GEST	0.0143
PVP01_1249700	thioredoxin 1, putative	TRX1	<0.0001
PVP01_0920900	CorA-like Mg2+ transporter protein, putative	MIT1	<0.0001
PVP01_1245400	phosphatidylinositol-4-phosphate 5-kinase, putative	PIP5K	<0.0001
PVP01_0615300	claudin-like apicomplexan microneme protein, putative	CLAMP	<0.0001
PVP01_1224800	apicoplast calcium binding protein 1, putative	ACBP1	<0.0001
PVP01_1436800	thrombospondin-related apical membrane protein, putative	TRAMP	0.0010
PVP01_1321700	CorA-like Mg2+ transporter protein, putative	MIT3	0.0003
PVP01_1212700	iron regulatory protein, putative	IRP	<0.0001
PVP01_0114800	serine/threonine protein kinase, FIKK family	FIKK	<0.0001
PVP01_0943700	alpha/beta hydrolase, putative	alpha/beta hydrolase	<0.0001
PVP01_0928000	tRNA (guanine-N (7)-)-methyltransferase, putative	tRNA (guanine-N (7)-)-methyltransferase	<0.0001
PVP01_0728800	merozoite surface protein 1 paralog	MSP1P	0.0010
PVP01_1223600	protein kinase, putative	PK	<0.0001
PVP01_0313300	calcium-dependent protein kinase 4, putative	CDPK4	0.0014
PVP01_1141700	uroporphyrinogen III decarboxylase, putative	UROD	<0.0001
PVP01_1456100	COPI associated protein, putative	COPI	<0.0001
PVP01_1464100	DNA replication origin binding protein, putative	DIA2	0.0007
PVP01_0112200	plasmepsin X, putative	PMX	<0.0001
PVP01_1322600	phosphoenolpyruvate carboxylase, putative	PEPC	0.0171
PVP01_0303900	6-cysteine protein, putative, pseudogene	6-cys	<0.0001
PVP01_0921000	alpha/beta hydrolase fold domain containing protein, putative	alpha/beta hydrolase	<0.0001
PVP01_0519100	vacuolar protein sorting-associated protein 2, putative	VPS2	0.0002
PVP01_0906300	centrin-4, putative	CEN4	<0.0001

This table represents differentially expressed genes (0 h vs 4 h, 37 °C) with exclusion of unannotated genes.

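Nucleoside diphosphate kinase (NDK, PVP01_1105500) had the largest log2FC of the genes in Table 1, with 491 ± 379 FPKM in Schneider's at 0 h (SD, n = 5) and 13.4 ± 14.2 FPKM in RPMI + 3% BSA at 37 °C (SD, n = 4), a log2 fold change of 5.71 (standard error 0.87, adjusted p = 1.1e-05). Over all 4 media it changed from 0 h to 4 h at 37 °C by −4.32 (adjusted p = 3.4e-10). Every isolate with both time points had the same direction.

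**Figure D2:**
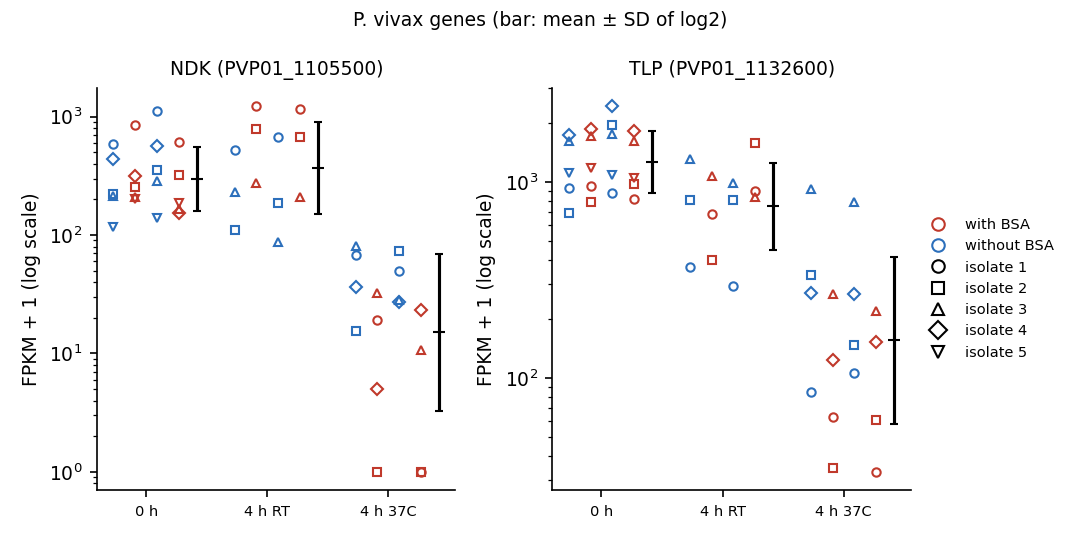
FPKM + 1 on a log scale (y axis) of NDK (left) and TLP (right) in each P. vivax sample at 0 h, 4 h RT and 4 h 37 °C (x axis), with BSA in red and without in blue. Symbols mark isolates and bars the mean ± SD on the log2 scale; NDK averaged 365 FPKM at 0 h and 28.6 FPKM at 37 °C.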

Refer to Supplemental Data S3 for complete data set.

The function of the *Plasmodium* apicoplast is indispensable for the parasites survival, but the organelle’s function is not fully defined. The Suf family is one of the four known pathways for Fe-S cluster biogenesis and is believed to provide the Fe-S clusters to many proteins functional in the apicoplast, including proteins involved in the isoprenoids biosynthesis pathway. 

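SufE (PVP01_0419000) had 90.1 ± 50.1 FPKM in Schneider's at 0 h (SD, n = 5) and 31.1 ± 26.2 FPKM in RPMI + 3% BSA at 37 °C (SD, n = 4), a log2 fold change of 2.05 (standard error 0.85, adjusted p = 0.0854), and was called. Without single isolates its log2FC ran from 1.08 to 2.59. Of the other genes of this pathway that the paper names, SufS (PVP01_0312400) averaged 6.16 and 2.22 FPKM and SufA (PVP01_1011200) 2.15 and 4.02 FPKM, and SufC (PVP01_1335400) was listed at 0 in these samples. The highest mean of the 3 genes in any of the 12 conditions was 12.9, 7.99 and 1.25 FPKM, below the filter of 20 FPKM, and they were not tested. IspD (PVP01_0207900) averaged 12.0 and 12.1 FPKM in these conditions and 21.1 FPKM in the condition where it was highest, and its log2FC was −0.30 (adjusted p = 0.864). The paper proposes from the abundance of apicoplast genes that the organelle has a role in quiescent sporozoites and in early liver stages.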

Our analysis indicated an increased abundance of apicoplast genes, suggesting the organelle may have a role in both quiescent sporozoites (SufE) and early liver-stage parasite formation. To validate RNA-seq data, four genes of the Suf family (SufE, SufA, SufS, SufC) and the most conserved protein of the isoprenoid pathway (IspD)^46^ were analyzed by qPCR (n = 2) which confirmed SufE and SufS are actively expressed (Supplementary Fig. S5a). Further, high-resolution fluorescent microscopy of *P. vivax* sporozoites using mouse immune sera raised against proteins SufS and SufE stained positive for SufS in a single sporozoite organelle, similarly to an Acyl Carrier Protein (ACP) control with known localization to the apicoplast. Alternatively, SufE had a diffused staining pattern with localization in multiple sporozoite organelles (Supplementary Fig. S5b). These data indicate the potential importance of this pathway during sporozoite and liver-stages, warranting further investigation.

Lastly, to provide biological insight into processes involved in sporozoite quiescence, we performed an enrichment analysis of the identified differentially expressed genes using respective functional annotation in the Gene Ontology (GO) and KEGG databases (Fig. 2d)^47,48^. In total, 4 cellular-components GO-terms were enriched: cell surface (n = 12), microneme (n = 8), cell periphery (n = 6), and osmiophilic body (n = 3) (*P* ≤ 0.05) (Fig. 2d). Further, >40% of differentially expressed genes were enriched in molecular functions involving catalytic activity, including transferase activity (n = 30), metal ion binding (n = 20), protein kinase (n = 10), oxidoreductase activity (n = 10), lyase activity (n = 6), iron-sulfur cluster binding (n = 4), and anion transmembrane transport activity (n = 2) (*P* ≤ 0.05) (Fig. 2d). Biological process GO-terms including locomotion (n = 7), phosphorylation (n = 12), macromolecule modification (n = 22) were enriched (*P* ≤ 0.05) (Fig. 2d). Moreover, 8 genes were found to participate in carbon-fixation pathways in prokaryotes (ec00720) and the citrate cycle (TCA) (ec00020).

### Quiescent sporozoites are activated by human serum components

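At 0 h the 10 samples in RPMI + 3% BSA and Schneider's + 3% BSA were compared with the 10 samples in RPMI and Schneider's, both with 5 isolates. Each isolate had all 4 media, so the replicate block leaves the log2FC as it is and changes only its error. Deviations of samples from the same isolate had a mean r of 0.305, with the isolate taken from the labels.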

The PvSGSs samples from 0 h were used to compare all buffered mediums to identify PvSGS genes triggered by induction to the mammalian-like environment. 

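With BSA at 0 h, 0 of 2622 tested genes were called higher at a log2FC of at least 1, and 0 without a fold-change threshold. An unadjusted p under 0.05 was reached by 16 higher genes, of which 14 had a log2FC of at least 1. With the replicate block the number called stayed at 0, where 27 higher genes had an unadjusted p under 0.05. Of the 16 genes of Table 2, 5 had a positive log2FC and 11 a negative one. The paper's text ties these genes to BSA, whereas the legend of Table 2 names 0 h against incubation at 37 °C. Between 37 °C and 0 h over all media, all 16 were lower at 37 °C, with log2FC values from −1.54 to −0.28. Of these, 5 had an adjusted p under 0.1 from limma, and 0 were called at a log2FC of at least 2 in size. Table 2 was made from these samples, so the shared direction is no independent check.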

A total of 16 up-regulated genes were differentially expressed upon BSA activation summarized in Table 2. 

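CDPK1 (PVP01_0407500) had 978 ± 1325 FPKM with BSA at 0 h and 719 ± 694 FPKM without (SD, n = 10 each), SDs about as large as the means, and a log2 fold change of −0.13 (standard error 0.77, adjusted p = 1). SSP3 (PVP01_1427900) had 6164 ± 8782 and 4747 ± 5775 FPKM and a log2FC of −0.13 (adjusted p = 1). The mean FPKM of both genes was higher with BSA while the mean of log2(FPKM + 1) was lower, and 3 of 5 isolates were higher with BSA for each. APH (PVP01_0521100), SPELD (PVP01_0938800), SYN17 (PVP01_0414200), ARFGAP (PVP01_1461700) and PVP01_0806900 had log2FC values of −0.24, −0.17, −0.30, −0.73 and −0.07, each smaller than its standard error and none called. The paper's methods state the fold change on mean FPKM, and by the log2 ratio of mean FPKM, calculated without a test and only after seeing the data, all of these genes were above 0, with CDPK1 at 0.44 and SSP3 at 0.38. Without isolate 2, the log2FC of CDPK1 was 0.22 and that of SSP3 0.07.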

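The highest log2FC among the genes of Table 2 at 0 h was that of PVP01_1460500, with 20.6 ± 18.9 FPKM with BSA and 10.0 ± 10.8 FPKM without (SD, n = 10 each), a log2 fold change of 0.97 (standard error 0.68, adjusted p = 1). It was higher with BSA in 5 of 5 isolates. ARFGAP (PVP01_1461700) was lowest at −0.73.

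**Figure D3:**
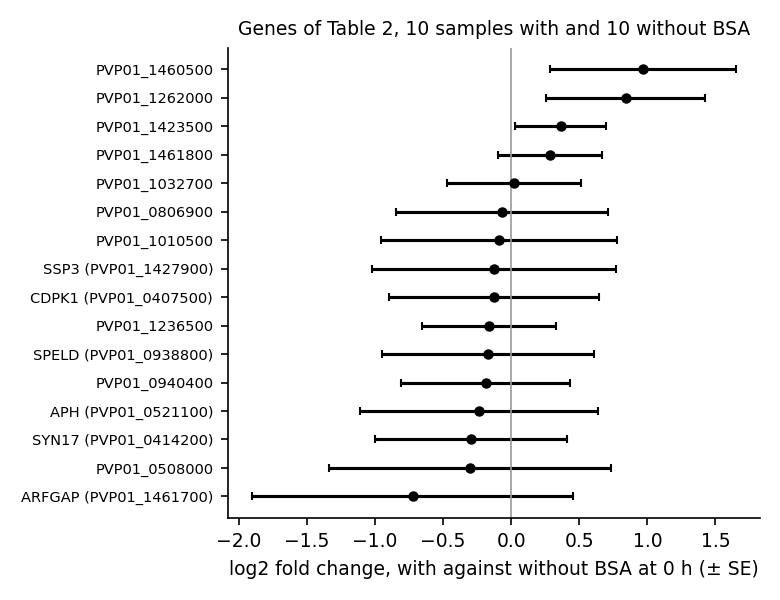
log2FC (x axis, log2 of FPKM + 1, with against without BSA at 0 h) of each gene in Table 2 (y axis), as the estimate ± standard error from limma on 10 samples with and 10 without BSA. Points lie on both sides of 0, from −0.73 for ARFGAP to 0.97 for PVP01_1460500.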

The results showed 11 annotated genes with the intracellular calcium cascade modulator CDPK1 most highly expressed followed by sporozoite surface protein 3 (SSP3), ADP-ribosylation factor GTPase-activating protein (APH), sporozoite surface protein essential for liver stage development (SPELD), syntaxin (SYN17), ADP-ribosylation factor GTPase-activating protein (ARFGAP), and rho GTPase-activating protein (PVP01_0806900) (FPKM ≥ 20, log2FC ≥ 1, *P* ≤ 0.05). Our bioassays suggest phenotypic associations with these differentially expressed genes, showing a mean of 96% ± 2% PvSGSs gliding in RPMI + 3% BSA compared to 78% ± 22% in RPMI at 0 h post-dissection, 37 °C (*P* < 0.0001) (Fig. 3a,e). Furthermore, BSA activation extends PvSGSs gliding motility at both RT and 37 °C (65% ± 43% and 60% ± 48%). In comparison, virtually no gliding was evident in RPMI (9% ± 11% and 0.5% ± 0.9%); apparent arrest of sporozoite migration and transformation into liver-stage parasites were marked by early PVM formation (Fig. 3b,d,e and Supplementary Fig. S3). Importantly, activation of PvSGSs by the mammalian environment or with addition of BSA impeded sporozoite ability to invade PHHs as shown by a drastic reduction in liver-stage parasite developmental rates (Fig. 4a–d). At 0 h post-dissection, PvSGSs collected in RPMI + 3% BSA or Schneider’s + 3% BSA had an average of 75 ± 10 or 77 ± 11 liver-stage parasites per well, respectively (Fig. 4b).

**Table 2:** Genes with annotations most highly up-regulated in activated *P. vivax* sporozoites.

**Gene ID**	**Product description**	**Gene symbol**	***p*** **-value**
PVP01_0407500	calcium-dependent protein kinase 1, putative	CDPK1	0.0285
PVP01_1032700	conserved Plasmodium protein, unknown function		0.0229
PVP01_0806900	rho GTPase-activating protein, putative		0.0247
PVP01_1427900	sporozoite surface protein 3, putative	SSP3	0.0054
PVP01_0521100	acylated pleckstrin-homology domain-containing protein, putative	APH	0.0084
PVP01_0938800	sporozoite surface protein essential for liver stage development, putative	SPELD	0.0225
PVP01_0414200	syntaxin, Qa-SNARE family, putative	SYN17	0.0001
PVP01_1461700	ADP-ribosylation factor GTPase-activating protein, putative	ARFGAP	0.0118
PVP01_0508000	SPRY domain, putative		0.0118
PVP01_0940400	adrenodoxin reductase, putative		0.0008
PVP01_1236500	conserved Plasmodium protein, unknown function		0.0147
PVP01_1461800	conserved Plasmodium protein, unknown function		0.0104
PVP01_1010500	DnaJ protein, putative		0.0477
PVP01_1423500	calmodulin, putative		0.0074
PVP01_1262000	conserved Plasmodium protein, unknown function		0.0052
PVP01_1460500	conserved Plasmodium protein, unknown function		0.0048

This table represents differentially expressed genes (0 h vs 4 h, 37 °C) with exclusion of unannotated genes.

Refer to Supplemental Data S3 for complete data set.

### Specific human factors induce sporozoite transition into an early liver-stage parasite

After a sporozoite invades the host hepatocyte, formation of a PVM ensues for transition into a highly metabolically-active intracellular liver-stage parasite preparing for rapid replication. To explore the early liver-stage parasite transcriptomic profile, an analysis of differentially expressed genes was performed using our PvSGSs exposed to the mammalian-like environment (4 h post-dissection, 37 °C). 

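All 16 samples at 4 h and 37 °C were compared with the 20 samples at 0 h over the 4 media, so that the contrast joins elapsed time and temperature. Without a replicate block 350 genes were higher at 37 °C by a log2FC of at least 2, and 688 by at least 1, and with the block 436 were higher by at least 2. A pseudocount of 0.1 gave 495 genes and the block with quantile normalization 231, and without single isolates the number ran from 293 to 438.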

We identified 518 differentially expressed genes noting 30 highly abundant annotated differentially expressed genes in Table 3 (Supplementary Data S3). 

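Of the genes on the paper's early liver-stage list, 512 passed the filter, all 512 of those were higher at 37 °C than at 0 h, and 321 were called. They made up 91.7% of the 350 genes called. The 30 genes of Table 3 were all called, with log2FC values from 2.68 to 5.56 and a median of 3.98. The list and Table 3 were made from these samples, so the shared direction and the overlap are no independent check. Of all called genes that rose in every isolate, the 40S ribosomal protein S16 gene (PVP01_1426400) rose most, from 9.83 ± 16.1 FPKM at 0 h (SD, n = 20) to 463 ± 406 FPKM at 37 °C (SD, n = 16), a log2 fold change of 6.30 (standard error 0.63, adjusted p = 3.4e-10). The gene of a putative 10 kDa chaperonin (PVP01_1434100) rose by 5.68 (adjusted p = 1.9e-07).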

Interestingly, the ookinete surface protein p25 (Pvs25), potentially a false-positive, followed by the Parasitophorous Vacuole protein 1 (PV1) showed the highest differential expression with temperature change and BSA induction. 

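Pvs25 (PVP01_0616100) rose from 54.3 ± 38.5 FPKM at 0 h (SD, n = 20) to 1311 ± 1282 FPKM at 37 °C (SD, n = 16), a log2 fold change of 4.02 (standard error 0.45, adjusted p = 2.8e-09). PV1 (PVP01_0929800) rose from 37.4 ± 33.0 to 653 ± 672 FPKM, a log2 fold change of 4.13 (standard error 0.78, adjusted p = 4.8e-05). Both were higher at 37 °C in all 4 isolates with both time points, and with the replicate block their log2FC was 4.14 and 4.70. In RPMI alone (n = 4 against 5) Pvs25 rose by 2.72 (adjusted p = 0.137) and PV1 by 3.44 (adjusted p = 0.304), and neither was called, while with the replicate block both were, at 2.84 (adjusted p = 0.0190) and 4.01 (adjusted p = 0.0245). Other genes had larger log2FC values between 37 °C and 0 h over all media, up to 6.30 for PVP01_1426400. In isolates 1 to 3 at 37 °C, Pvs25 had 1533 to 2155 FPKM in RPMI + 3% BSA and 118 to 191 FPKM in RPMI. Isolate 4 also had both conditions and is left out of these ranges, so they do not show a difference in every isolate. No test of that difference is given here.

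**Figure D4:**
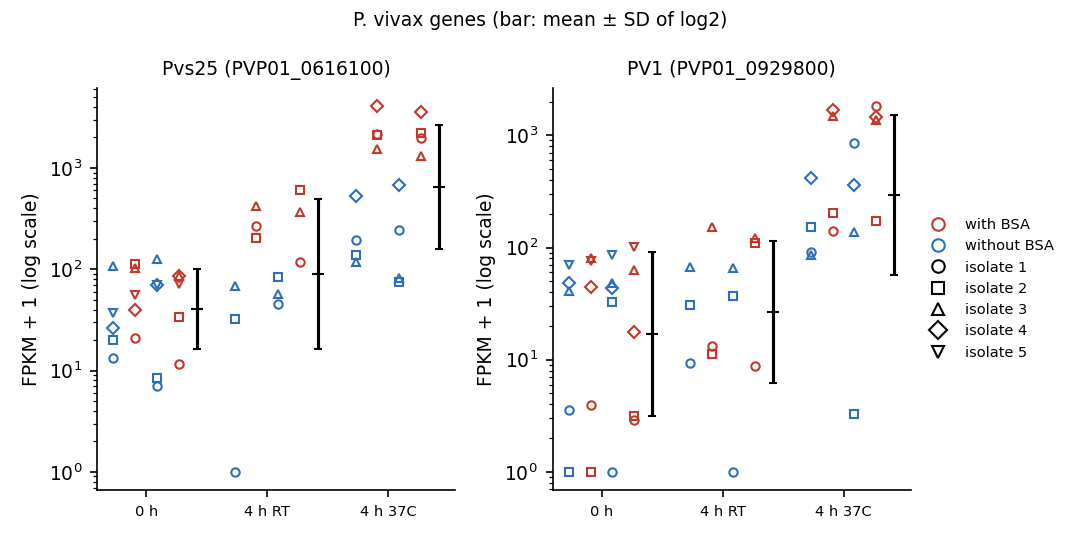
FPKM + 1 on a log scale (y axis) of Pvs25 (left) and PV1 (right) in each P. vivax sample at 0 h, 4 h RT and 4 h 37 °C (x axis), with BSA in red and without in blue. Symbols mark isolates and bars the mean ± SD on the log2 scale; Pvs25 averaged 54.3 FPKM at 0 h and 1311 FPKM at 37 °C, and PV1 37.4 and 653 FPKM.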

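The sortilin gene (PVP01_1255200) had 33.3 ± 32.0 FPKM at 0 h (SD, n = 20) and 328 ± 426 FPKM at 4 h and 37 °C (SD, n = 16), a log2 fold change of 3.05 (standard error 0.86, adjusted p = 0.00403). Its rise without single isolates ran from 2.25 to 3.72.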

Another intriguing find was the expression of Sortilin, recently characterized in *P. falciparum* asexual blood-stage as a transmembrane protein involved in protein trafficking to rhoptries of the apical complex, suggesting a role in the sporozoites secretory system during and after host hepatocyte invasion^49,50^. Additional genes implicated in initial liver-stage parasite development include Liver Stage Associated Protein 1 (LSAP1), Sporozoite Invasion-Associated Protein 2 (SIAP2) and four PVM-associated genes (PVP01_0504800, PVP01_1271000, PVP01_073480, PVP01_0602100) termed Early-Transcribed Membrane Proteins (ETRAMPs), and UIS4. 

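LSAP1 (PVP01_1300600) rose from 1267 ± 1735 FPKM at 0 h (SD, n = 20) to 6360.1 ± 7801 FPKM at 37 °C (SD, n = 16), a log2 fold change of 2.90 (standard error 0.71, adjusted p = 0.00106). SIAP2 (PVP01_0504400) rose from 148 ± 181 to 924 ± 1139 FPKM and was called at 2.95 (adjusted p = 0.0376). Of the ETRAMPs, PVP01_0504800 and PVP01_1271000 were called at 2.61 (adjusted p = 4.7e-09) and 2.31 (adjusted p = 3.5e-04). PVP01_0602100 rose by 1.56 (adjusted p = 1.1e-04), below the threshold of 2. The identifier printed as PVP01_073480 lacks a digit, and PVP01_0734800, which the supplementary table describes as an ETRAMP, rose by 0.64 (adjusted p = 0.470), which was not called. UIS4 is not analysed here.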

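A calmodulin gene (PVP01_1330600) rose from 5.70 ± 10.6 FPKM at 0 h (SD, n = 20) to 222 ± 204 FPKM at 37 °C (SD, n = 16), a log2 fold change of 5.51 (standard error 0.60, adjusted p = 1.8e-09). RACK1 (PVP01_0507600) rose from 36.2 ± 24.6 to 449 ± 266 FPKM and was called at 3.58 (adjusted p = 3.2e-13), and PK4 (PVP01_1121300) rose from 60.9 ± 39.2 to 352 ± 186 FPKM and was called at 2.56 (adjusted p = 1.1e-10). CDPK7 (PVP01_0923700) rose from 11.5 ± 7.31 to 53.2 ± 37.1 FPKM, and its log2FC of 2.01 (adjusted p = 2.2e-07) lay just above the threshold of 2. Without single isolates CDPK7 ran from 1.77 to 2.12. The 4 genes rose in each of the 4 isolates with both time points.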

Activation of sporozoite intracellular calcium signaling cascades in response to the mammalian microenvironment was evident with increased abundance of calmodulin, CDPK7, protein kinase 4 (PK4), and Receptor of Activated Protein C Kinase 1 (RACK1). Our results also support recent reports that heat shock proteins (HSP) are critical for liver-stage parasite development as HSP70, HSP70-2, HSP90, and PVP01_1405400 were amongst the highest differentially expressed genes^51^. 

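HSP70-2 (PVP01_0716300) rose from 2.50 ± 3.68 FPKM at 0 h (SD, n = 20) to 50.8 ± 47.7 FPKM at 37 °C (SD, n = 16), a log2 fold change of 3.85 (standard error 0.47, adjusted p = 2.1e-08). HSP70 (PVP01_0515400) rose from 3141 ± 2705 to 10317 ± 8154 FPKM and was called at 2.09 (adjusted p = 0.0114). HSP90 (PVP01_0108700) and the small heat shock protein PVP01_1405400 rose by 1.96 (adjusted p = 5.5e-10) and 2.00 (adjusted p = 3.4e-10), with adjusted p values inside the call and log2FC values below 2 before rounding, and with the replicate block by 2.08 and 1.97. Both rose in each of the 4 isolates with both time points.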

In order to rapidly transition between pivotal life-cycle stages, *Plasmodium* uses translational repression to regulate pre-transcribed mRNA stockpiles that encode required proteins. Our analysis of differentially expressed genes revealed high expression of known translational regulators ALBA-1^52^, ALBA-2, and ALBA-4^53^ indicating these genes as potential global regulators of developing liver-stage parasites (FPKM ≥ 20, log2FC ≥ 2, *P* ≤ 0.05).

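ALBA-2 (PVP01_1208500) rose from 80.6 ± 80.6 FPKM at 0 h (SD, n = 20) to 479 ± 441 FPKM at 37 °C (SD, n = 16), a log2 fold change of 3.80 (standard error 0.93, adjusted p = 0.00110), and was called. ALBA-1 (PVP01_1426100) rose by 1.97 (adjusted p = 0.00225) and ALBA-4 (PVP01_1207300) by 1.78 (adjusted p = 0.00866), both under the threshold of 2. Their log2FC with the replicate block was 2.21 and 2.31, above it. The paper proposes from their expression that these regulators act on developing liver-stage parasites.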

**Table 3:** 30 genes with annotations most highly up-regulated in *P. vivax* sporozoites transitioning into early liver-stage parasites.

**Gene ID**	**Product description**	**Gene symbol**	***p*** **-value**
PVP01_0616100	ookinete surface protein P25	Pvs25	0.0001
PVP01_0929800	parasitophorous vacuolar protein 1, putative	PV1	0.0070
PVP01_1444300	haloacid dehalogenase-like hydrolase, putative	HAD3	0.0063
PVP01_1255700	E3 SUMO-protein ligase NSE2, putative	NSE2	0.0001
PVP01_0905900	histone 2B, putative	H2B	<0.0001
PVP01_1131700	histone H2A, putative	H2A	<0.0001
PVP01_1130100	cell division cycle protein 48 homologue, putative		0.0025
PVP01_1330600	calmodulin, putative		0.0001
PVP01_1265900	KS1 protein precursor, putative		0.0171
PVP01_1267100	triosephosphate isomerase, putative		0.0206
PVP01_0816000	enolase, putative	ENO	0.0034
PVP01_0815800	tubulin binding cofactor c, putative		0.0310
PVP01_1255200	sortilin, putative		0.0080
PVP01_0713100	major facilitator superfamily-related transporter, putative	MFR4	0.0057
PVP01_1238100	eukaryotic initiation factor 4a, putative	eIF4A	0.0002
PVP01_0905800	histone H4, putative	H4	0.0026
PVP01_0507600	receptor for activated c kinase, putative	RACK1	0.0237
PVP01_0808500	nucleolar protein 5, putative	NOP5	0.0066
PVP01_1208500	DNA/RNA-binding protein Alba 2, putative	ALBA2	0.0004
PVP01_1212100	DNA-directed RNA polymerases I, II, and III subunit RPABC4, putative	RPB12	0.0059
PVP01_0515500	U3 small nucleolar ribonucleoprotein protein IMP4, putative	IMP4	0.0081
PVP01_0811500	proteasome subunit beta type-5, putative		0.0064
PVP01_1302200	high mobility group protein B1, putative	HMGB1	0.0104
PVP01_1429700	ATP-dependent RNA helicase DBP1, putative	DBP1	<0.0001
PVP01_1207600	nucleoside transporter 1	NT1	0.0001
PVP01_1432600	proline–tRNA ligase, putative	PRS	0.0406
PVP01_1022800	stearoyl-CoA desaturase, putative	SCD	0.0001
PVP01_1266000	cytoplasmic tRNA 2-thiolation protein 2, putative	NCS2	0.0431
PVP01_0825400	RING finger protein RNF1, putative		<0.0001
PVP01_0504400	sporozoite invasion-associated protein 2, putative	SIAP2	0.0025

This table represents differentially expressed genes (RPMI, 0 h vs. RPMI 4 h, 37 °C) with exclusion of unannotated genes.

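Within RPMI, 41 genes were higher after 4 h at 37 °C (n = 4) than at 0 h (n = 5) by a log2FC of at least 2, and 219 with the isolate as a replicate block. Without a fold-change threshold and without adjustment, 253 higher genes had a p under 0.05. The 30 genes of Table 3 were all higher in this medium and 8 were called, with a median log2FC of 2.97. Of the called genes that rose in every isolate, histone H2A (PVP01_1131700) rose most, from 7.74 ± 12.3 to 169 ± 95.9 FPKM, a log2 fold change of 5.55 (standard error 1.63, adjusted p = 0.0865). Of the genes on the paper's early liver-stage list, 481 of 512 were higher in RPMI and 37 were called. Both this list and Table 3 were made from the same samples, so these numbers are no independent check.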

Refer to Supplemental Data S3 for complete data set.

A GO enrichment analysis indicated differentially expressed genes in the sporozoite transition into early liver-stage parasites are enriched in biological processes including translation (n = 74), ribosome biogenesis (n = 14), cellular macromolecular complex assembly (n = 14), and chromosome organization (n = 6) (*P* ≤ 0.05) (Fig. 2e). In terms of cellular components, a majority of genes are associated with the ribosome (n = 64), nucleus (n = 46), and cytosol (n = 56) (*P* ≤ 0.05) (Fig. 2e). 

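Of 77 genes that the supplementary tables describe as ribosomal proteins, 75 were higher at 4 h and 37 °C than at 0 h and 55 were called, with a median log2FC of 2.80. The number higher was 74 after quantile normalization (median 2.35) and 75 after median-ratio scaling (median 3.06), the latter chosen after seeing the data. Between 37 °C and RT at 4 h, 71 were higher. These tables list mostly genes that changed, so the numbers describe the genes and do not test enrichment.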

Significantly enriched molecular functions GO-terms included nucleic acid-binding (n = 93), RNA-binding (n = 46), and structural constituent of ribosome (n = 62) (*P* ≤ 0.05) (Fig. 2e). Of the KEGG pathways, 4 genes were identified in the pentose phosphate pathway (ec00030), as well as 4 genes involved in carbon fixation in photosynthetic organisms (ec00710).

### Characterization of the *Anopheles dirus* salivary gland transcriptome

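The An. dirus values come from the same 48 infected samples and from 4 uninfected samples, 1 for each medium at 0 h. The authors mapped the reads to the An. dirus WRAIR2 genome and deposited FPKM values for each sample. The labels give day 14 to 16 for the infected and day 18 for the uninfected samples, and all 4 uninfected samples carry replicate number 1, so that infection cannot be told apart from mosquito age or from the batch of mosquitoes. FPKM values summed to a median of 1425540 in infected and 1192960 in uninfected samples, and 6435 ± 1149.9 (SD, n = 48) and 7574 ± 246 genes (SD, n = 4) were above 0. Across all 13166 listed genes, r of log2(FPKM + 1) had a median of 0.956 between the uninfected samples. The median was 0.819 between infected replicates of a condition, and 0.830 between uninfected and infected samples at 0 h. The table of isolate 4 in RPMI at 4 h and 37 °C had its values 1 row above their gene identifiers and was used with the values moved down by 1 row. limma was applied to log2(FPKM + 1) with a mean for each of the 12 infected conditions and for the uninfected group, on 3824 genes with a mean of at least 20 FPKM in at least 1 group. Another contrast used only the samples at 0 h with medium as a factor, which matches the time of the uninfected samples. Infected and uninfected replicate numbers do not pair, and no replicate block was possible between them. Among infected samples, deviations from the condition mean had a mean r of 0.340 within isolates and −0.0751 between isolates, with the isolate taken from the labels.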

Experimental PvSGS-infected *An. dirus* samples and uninfected *An. dirus* salivary gland controls were analyzed for expression of genes on day 14 (post-blood meal). Transcriptome analysis showed similar expression levels for salivary gland proteins in all samples including salivary gland protein 6 (SGP6), D7 long-form salivary protein, salivary gland protein 1-like, and TRIO salivary gland protein (Supplementary Data S9). 

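SGP6 (ADIR000828) had 47079 ± 34259.7 FPKM in infected (SD, n = 48) and 85145 ± 7924 FPKM in uninfected glands (SD, n = 4), a log2 fold change of −1.61 (standard error 1.03, adjusted p = 0.402). D7 long form (ADIR000603) had 38751 ± 17729 and 39685 ± 2328 FPKM, a log2FC of −0.25 (adjusted p = 0.844), and TRIO (ADIR002469) had 6845 ± 5723 and 4548 ± 939.5 FPKM, a log2FC of −0.50 (adjusted p = 0.902). With the 4 genes annotated as salivary gland protein 1-like, the 7 genes had log2FC values from −1.61 to 0.13, and none was called or had an unadjusted p under 0.05. None was called in any of 22 settings of the fit, in which the values ran from −1.96 to 1.19 and 6 genes changed sign.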

The top expressed known gene encoded was anopheline antiplatelet protein (AAPP), which is secreted by blood-feeding females to block platelet adhesion to collagen and prevent aggregation^54^. 

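AAPP (ADIR009422) had 157099 ± 22857 FPKM in uninfected glands (SD, n = 4), the highest mean of all genes, and 79129 ± 44834 FPKM in infected glands (SD, n = 48), where only ADIR011024, of unknown function, had a higher mean of 123851 ± 74416 FPKM. The log2FC of AAPP between infected and uninfected glands was −1.33 (adjusted p = 0.216), which was not called.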

To explore the transcriptome of PvSGS-infected *An. dirus* salivary glands, differentially expressed genes were compared between infected and uninfected salivary glands. The results showed 71 genes up-regulated and 47 genes down-regulated differentially expressed genes, but only 43% of these differentially expressed genes have a known function (uninfected vs infected, log2FC ≥ 2 or ≤−2, *P* ≤ 0.05) (Fig. 5, Table 4, Supplementary Data S10). 

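Averaged over the 12 infected conditions, 173 genes were higher and 46 lower than in the 4 uninfected samples by a log2FC of at least 2. At an unadjusted p of at most 0.05 with the same fold change the numbers were 210 and 147. At 0 h alone (20 infected against 4 uninfected samples) 139 genes were higher and 11 lower. Leaving out 1 of the 4 uninfected samples gave 90 to 192 genes higher and 0 to 9 lower, and leaving out isolates gave 161 to 204 higher and 11 to 117 lower. Where no gene was lower, 174 lower genes had an unadjusted p under 0.05. Median-ratio scaling, chosen after seeing the data, gave 155 and 98.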

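ADIR007940, annotated as an alpha-crystallin B chain, had 8831 ± 17298 FPKM in infected (SD, n = 48) and 1.52 ± 1.86 FPKM in uninfected glands (SD, n = 4), a log2 fold change of 8.80 (standard error 1.09, adjusted p = 1.6e-07). Within infected glands its mean was 124 FPKM at 0 h (n = 20), 2303 FPKM at 4 h RT (n = 12) and 24612 FPKM at 4 h and 37 °C (n = 16), whereas the uninfected samples were all taken at 0 h. At 0 h alone its log2FC was 3.79 (adjusted p = 0.189), which was not called. ADIR007941 had a log2FC of 7.26 (adjusted p = 3.4e-07) over all infected conditions and 2.39 (adjusted p = 0.328) at 0 h. Of the uncharacterized genes, ADIR008862 had 6993 ± 9143 against 181 ± 137 FPKM and was called at 3.90 (adjusted p = 0.0648), while ADIR014872 at 5.59 (adjusted p = 0.140) and ADIR010223 at 3.99 (adjusted p = 0.357) were not called. They were called in 3 and 1 of 15 alternatives chosen in advance.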

The top three genes with significantly excess abundance were uncharacterized (ADIR008862, ADIR014872, and ADIR010223) while the most highly-expressed known genes (ADIR007940 and ADIR007941) are members of the HSP20/alpha-crystallin family which have not been previously reported. As expected, results showed high induction of immune response-related genes, such as the anti-microbial proteins (AMPs): gambicin, defensin, cecropin, attacin, and leucine-rich immune protein (LRIM1) (Fig. 5)^55^. 

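Gambicin (ADIR006825) had 1041 ± 1046 FPKM in infected (SD, n = 48) and 9.50 ± 10.2 FPKM in uninfected glands (SD, n = 4), a log2 fold change of 6.41 (standard error 0.72, adjusted p = 3.1e-08), and at 0 h alone its log2FC was 6.25 (adjusted p = 1e-04). Defensin (ADIR010798) had 2699 ± 4915 and 21.1 ± 31.0 FPKM and was called at 5.95 (adjusted p = 0.0293), and at 0 h at 5.64 (adjusted p = 0.0870). Cecropin (ADIR000944) and attacin (ADIR014587) were higher by 4.88 (adjusted p = 0.152) and 2.06 (adjusted p = 0.377), neither of which was called. The leucine-rich immune protein genes ADIR007855 and ADIR008083 were called at 3.35 (adjusted p = 0.00726) and 3.31 (adjusted p = 0.00445). With each infected isolate left out, the log2FC of gambicin stayed between 6.21 and 6.57. The paper states that genes of the immune response were highly induced.

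**Figure D5:**
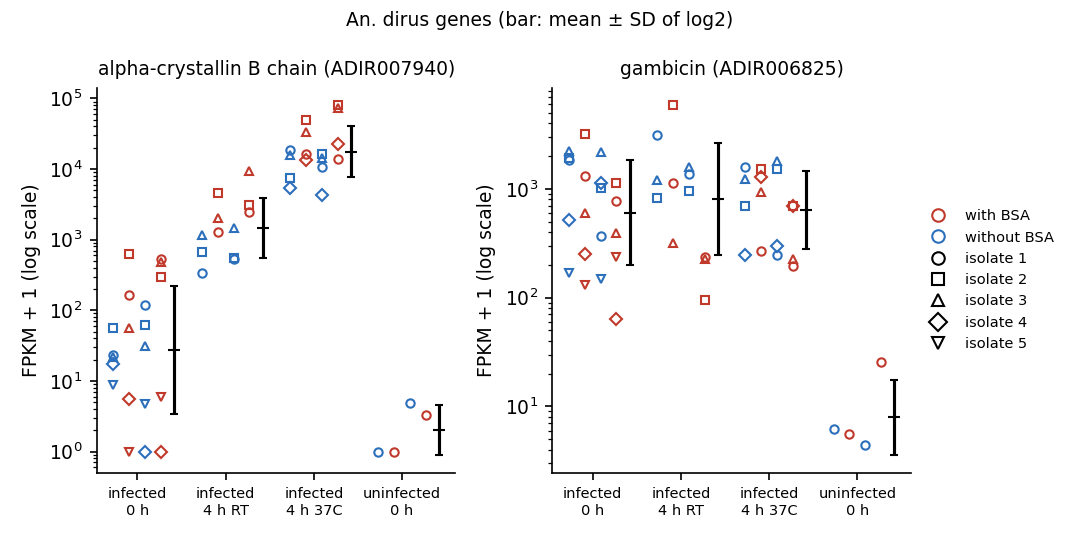
FPKM + 1 on a log scale (y axis) of the alpha-crystallin B chain gene ADIR007940 (left) and gambicin (right) in each An. dirus sample, infected at 0 h, 4 h RT and 4 h 37 °C and uninfected at 0 h (x axis), with BSA in red and without in blue. Symbols mark isolates and bars the mean ± SD on the log2 scale. In infected samples ADIR007940 rises with incubation from 124 FPKM at 0 h to 24612 FPKM at 4 h 37 °C on average, and gambicin is on average higher in infected than in uninfected samples.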

Further assignment of biological relevance using Gene Ontology (GO) analysis revealed differences in gene expression of biological processes where infected salivary glands showed an increase of protein catabolism, apoptosis inhibition, structural composition, and olfaction. On the other hand, down-regulation was observed in genes relating to proton and amino acid transport, protein synthesis, and DNA repair (Fig. 5, Table 4)^56^. Interestingly, enrichment in gene expression for uninfected mosquitoes showed increased expression of three genes (ADIR014650, ADIR003224, and ADIR004887) annotated as salivary gland proteins with significantly lower levels of expression in PvSGS-infected salivary gland samples (Supplementary Data S10).

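ADIR003224 had 1656 ± 1208 FPKM in infected (SD, n = 48) and 5020.0 ± 395 FPKM in uninfected glands (SD, n = 4), a log2 fold change of −1.95 (standard error 0.53, adjusted p = 0.0159), which passed the adjusted p and not the threshold of 2. ADIR014650 had 15106 ± 12178 and 38789.5 ± 9247 FPKM, a log2FC of −1.98 (adjusted p = 0.266), and ADIR004887 had 135 ± 103 and 266 ± 27.7 FPKM, a log2FC of −1.69 (adjusted p = 0.311), and neither was called. The 3 genes were lower than the uninfected mean in each of the 5 infected isolates.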

**Figure 5:**
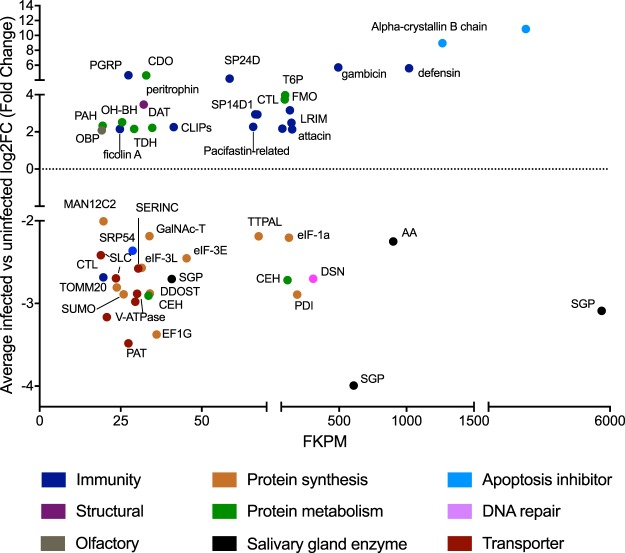
Characterization of the *Anopheles dirus* salivary gland transcriptome. Differential expression analysis revealed up-regulation of 23 genes with known functions in mosquito immune factors, metabolism, apoptosis inhibition, structural, and olfactory proteins along with 28 genes down-regulated with functions as solute transporters, protein synthesis, salivary gland enzymes, and DNA repair (averaged infected vs average uninfected, FPKM ≥ 20, *P* ≤ 0.05).

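The 24 genes that Table 4 gives as higher were all higher in infected glands, 16 of them were called, and 13 at 0 h alone. Their log2FC values ran from 1.83 to 8.80 with a median of 3.24. The 28 genes given as lower were all lower, from −3.40 to −0.78, and 1 of them was called, with 7 having an adjusted p under 0.1. Table 4 was made from the same samples, so the shared direction is no independent check. Among called genes that were lower in every isolate, ADIR008153 fell most, from 682 ± 214 FPKM in uninfected to 98.5 ± 127 FPKM in infected glands, a log2 fold change of −4.91 (standard error 1.71, adjusted p = 0.0789).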

**Table 4:** Genes with annotations most highly up-regulated and down-regulated in *P. vivax* infected and uninfected *Anopheles dirus* mosquitoes.

**Gene ID**	**Product description**	**Gene symbol**	**Assigned group**	***p*** **-value**
**Up-regulated:**				
ADIR00790	alpha-crystallin B chain	alpha-crystallin B chain	Apoptosis inhibitor	<0.0001
ADIR007941	unknown function/alpha-crystallin B chain	alpha-crystallin B chain		0.0001
ADIR010798	defensin anti-microbial peptide	defensin	Immunity	<0.0001
ADIR006825	gambicin anti-microbial peptide	gambicin		<0.0001
ADIR014587	attacin anti-microbial peptide	attacin		0.0016
ADIR003751	C-type lectin	CTL		0.0004
ADIR007855	leucine-rich immune protein (Long)	LRIM		0.0004
ADIR008083	leucine-rich immune protein (Long)	LRIM		0.0026
ADIR003752	C-Type Lectin	CTL		0.0001
ADIR005185	SP14D1	SP14D1		<0.0001
ADIR007695	serine protease SP24D	SP24D		0.0207
ADIR002798	CLIP-domain serine protease	CLIPs		<0.0001
ADIR000960	peptidoglycan-recognition protein	PGRP		0.0001
ADIR007771	ficolin A	ficolin A		0.0016
ADIR006371	trehalose 6-phosphate phosphatase	T6P	Protein Catabolism	0.0001
ADIR011634	flavin-containing monooxygenase	FMO		<0.0001
ADIR008936	diamine acetyltransferase	DAT		<0.0001
ADIR003836	cysteine dioxygenase	CDO		<0.0001
ADIR008493	threonine dehydratase	TDH		0.0010
ADIR001408	4a-hydroxytetrahydrobiopterin dehydratase	OH-BH		0.0379
ADIR007539	phenylalanine-4-hydroxylase	PAH		0.0023
ADIR003591	peritrophin	peritrophin	Structural	0.0152
ADIR010042	odorant binding protein	OBP	Olfaction	0.0168
ADIR002153	pacifastin-related peptide		Unknown	0.0025
**Down-regulated:**				
ADIR014650	salivary gland protein	SGP	Salivary gland enzyme	0.0062
ADIR007445	alpha-amylase	AA		0.0002
ADIR003224	salivary gland protein	SGP		0.0002
ADIR004887	23.4 kDa salivary protein	SGP		0.0215
ADIR001653	duplex-specific nuclease	DSN	DNA repair	<0.0001
ADIR000534	protein disulfide-isomerase	PDI	Protein synthesis	0.0431
ADIR003326	translation initiation factor 1 A	eIF-1a		0.0411
ADIR002569	alpha-tocopherol transfer protein-like protein	TTPAL		0.0311
ADIR004227	eukaryotic translation initiation factor 3 subunit E	eIF-3E		0.0215
ADIR001129	elongation factor 1-gamma	EF1G		0.0116
ADIR004002	dolichyl-diphosphooligosaccharide–protein glycosyltransferase subunit 1	DDOST		0.0122
ADIR009737	UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase	GalNAc-T		0.0112
ADIR003797	eukaryotic translation initiation factor 3 subunit L	eIF-3L		0.0011
ADIR001338	small ubiquitin-related modifier	SUMO		0.0296
ADIR000499	translocase of outer mitochondrial membrane 20 homolog	TOMM20		0.0054
ADIR009264	alpha-12C2-Mannosidase	MAN12C2		0.0362
ADIR009439	carboxylic ester hydrolase	CEH	Protein catabolism	0.0019
ADIR010119	carboxylic ester hydrolase	CEH		<0.0001
ADIR010296	serine incorporator	SERINC	Transporter	0.0109
ADIR009494	V-type proton ATPase proteolipid subunit	V-ATPase		0.0165
ADIR006128	+V-type H+-transporting ATPase 21kDa proteolipid subunit	V-ATPase		0.0107
ADIR004742	proton-coupled amino acid transporter	PAT		0.0007
ADIR006703	sodium-independent sulfate anion transporter	SLC		0.0007
ADIR004547	V-type H+-transporting ATPase subunit E	V-ATPase		0.0148
ADIR010593	V-type proton ATPase catalytic subunit A	V-ATPase		0.0245
ADIR000034	solute carrier family 15 member	SLC15		0.0196
ADIR008886	signal recognition particle subunit SRP54	SRP54	Immunity	0.0046
ADIR007705	C-type lectin	CTL		0.0161

The table represents differentially expressed genes of infected vs. uninfected salivary glands with exclusion of unannotated genes.

Refer to Supplemental Data S9 and S10 for complete data sets.

## Discussion

Transmission of *Plasmodium* sporozoites from mosquito to human involves a transition between two highly distinctive environments, insect to mammal, requiring rapid adjustment for parasite survival. Inside the mosquito’s salivary gland, the sporozoite exists in a quiescent state primed for introduction to the mammalian host but not yet activated. Upon inoculation, sporozoites must immediately react to changes in their microenvironment, especially temperature and serum components, to initiate gliding motility and migration to the liver. In conjunction with this activation, changes in gene expression reflect future developmental requirements for sporozoite cell traversal and then parasite development within hepatocytes. In this study, we used microenvironments with extrinsic stimuli to mimic *in vitro* infection process to define key relationships with distinct biological functions. Most notable, post-dissection preservation of quiescence by placing sporozoites in an insect-like microenvironment and delaying strategic activation until inoculating hepatocyte cultures prevented untimely activation of invasion-associated genes to dramatically increase invasion rates into primary human hepatocytes. Additional studies will be needed to determine the specific components that modulate sporozoite activation.

Our experimental method allowed us to examine factors of the different biotic microenvironments in multiple pair-wise comparisons (insect vs mammal, BSA vs no BSA), time (0 h vs 4 h), and temperature (RT vs 37 °C) where differential expression revealed 3 phenotypic states (i) quiescent; (ii) invasion-activated; and (iii) early liver-stage. We found that across different *Plasmodium* species the sporozoite transcriptome have strong similarities with a conserved set of highly expressed genes such as CelTOS, CSP, and TRAP (Fig. 1b,c). However, this study is the first to differentiate between activated vs non-activated sporozoites in relation to key host physiological triggers accompanied with complete transcriptomic analysis (Fig. 2) and quantitative phenotypic assessment (Figs 3, 4). Previous studies in rodent malaria’s and *P. falciparum* have under-explored the host physiological effects on sporozoites, required laborious purification, and are unable to link expression with *in vitro* phenotypes^39,40,42^. Within the last decade, several blood-stage *P. vivax* sequencing projects in genomics^57,58^, transcriptomics^38,59,60^, and proteomics^61,62^ have advanced our insight of parasite biology^63^, however, *P. vivax* sporozoite biology is underrepresented with only one recent publication on the *P. vivax* sporozoite proteome^63,64^. Our analysis provides more understanding of transitional host effects as the first published *P. vivax* sporozoite RNA-seq study and addresses how to improve *in vitro* infectivity and intracellular development of primary human hepatocytes.

The RNA-seq analysis revealed 197 genes expressed by quiescent PvSGSs maintained in an insect-like environment including genes associated in motility (TLP, TRAP, profilin, CLAMP), cell traversal (GEST, CelTOS, SPECT1), and host invasion (CSP, SIAP1, SPATR). Further, our analysis suggests genes with roles in blood-stage motility and invasion such as Plasmepsin X45 and merozoite TRAP-like protein (MTRAP)^65,66^ to potentially have uncharacterized functions in sporozoites or early liver-stage parasites. In agreement with the RNA-seq results, our bioassays revealed the most notable finding that PvSGSs collected in Schneider’s insect media remain quiescent until activation by exposure to hepatocyte culture media (Fig. 3a–b). Strategic activation by serum-containing media just before PHH inoculation increases (>2-fold) the hepatocyte invasion rates in comparison to the mammalian-based media, RPMI. Previous studies have demonstrated that sporozoites are activated by serum albumin^7,8^, other small ligands^67,68^, or temperature^9^ to cause an intracellular calcium flux followed by exocytosis^69^. In agreement, our results demonstrate increased expression of 16 genes including calmodulin, CDPK1, SSP3, SPELD, and regulatory proteins when sporozoites are activated by BSA. CDPK1 orchestrates many processes required for invasion of host cells, including microneme release and activation of actin-myosin motor in PvSGSs^70^, while SSP3 and SPELD are sporozoite surface proteins with functions in motility^71^ and liver-stage parasite maturation^72^. Based on these results it is evident that premature activation of PvSGSs in mammalian-based mediums mistimes the just-in-time cascade of events leading to reduced sporozoite viability and infectivity.

The transcriptome shift from PvSGSs into early liver-stage parasites, mimicked experimentally by exposure to BSA and human body temperature, identified 517 genes with different levels of expression in the transition. Our GO and KEGG enrichment analysis associated the genes with translation and DNA replication with implications in glycolysis and pentose phosphate pathways. As expected, the differentially expressed genes included many liver-stage-associated genes previously determined to be essential for establishment and development (PV1, ETRAMPs, LSAP1)^73^. Much speculation exists of what genes are present in early liver-stage parasite development where our results more conclusively reveal through the up-regulation of genes involved in the secretory pathway, such as Sortilin, and regulatory processes of gene expression, such as translational repressors ALBA 1, 2, and 4. Furthermore, we attempted to discern the role of the *Plasmodium* apicoplast in sporozoites as the organelle is vital for the parasites survival due to the prokaryotic type metabolic pathways functional within. The importance of Fe-S cluster biogenesis has been deemed essential for the apicoplast maintenance in the erythrocytic stages of *P. falciparu*m^74,75^ and in oocyst development of *P. berghei*^76^ but yet to be studied in the pre-erythrocytic stages. Our RNA-seq analysis and qRT-PCR determines that initial components of the Suf pathway (Suf S and E) are actively up-regulated in infectious sporozoites and early liver-stage parasites where diffused immunofluorescence staining of SufE alludes to the possibility of multiple roles for the protein as previously reported in *Arabidopsis thaliana*^77^. Lastly, our analysis helps prioritize development of new vaccine candidates, such as SIAP2, by its link to hepatocyte invasion and subsequent development^9,78,79^, and new drug targets in signaling cascade, such as calmodulin, CPDK7, PK, and RACK1.

We offer the first RNA-seq analysis of uninfected and *Plasmodium*-infected *An. dirus*, a major SE Asia vector for malaria. While the mosquito salivary gland main purpose is to produce saliva and digestive enzymes to breakdown ingested nutrients, it must tolerate the presence of PvSGS for extended periods in order for transmission to be successful. Our study indicates the presence of the parasite has a profound effect on the *An. dirus* with induction of innate immune responses genes to *P. vivax* infections similar to other studies^55,80–85^; however, we identified many genes not yet associated with *Plasmodium* infections, including the odorant binding protein (OBP) ADIR010042, the serine protease (SP24D) ADIR007695, and the small heat shock associated proteins (alpha-crystallin B chain) ADIR007940 and ADIR007941. Heat shock proteins are essential to mosquito survival and induced by biotic factors such as temperature or colonized parasite^86–88^. Presumably, higher expression in *P. vivax*-infected mosquitoes may contribute to the sporozoites need to mediate stress and thermotolerance when transitioning between hosts during multiple mosquito blood meals. Further, HSP20 has specifically been implemented in regulation of sporozoite adhesion and locomotion^89^. Additionally, we found down-regulation of three salivary gland proteins (ADIR014650, ADIR003224, and ADIR004887) in *P. vivax*-infected salivary glands previously unreported. The parasite manipulation of salivary gland proteins may be a strategy used to bypass the activation of the host innate immune response and avoid detection. Overall, our identification of novel mosquito biomarkers can increase understanding of transmission, improve metrics for measuring transmission, and act as targets for transmission blocking.

Research of *P. vivax* usually lags significantly behind that of *P. falciparum* primarily due to the inability to continuously culture *P. vivax* in the laboratory. However, our research in this study with *P. vivax* sporozoites provide innovative changes to broadly enhance malaria sporozoite research. Our experimental analyses of *P. vivax* sporozoites revealed that the microenvironmental changes associated with transition from mosquito into human host trigger distinct processes for initial activation, hepatocyte infection, and liver-stage parasite development. Importantly, distinct calcium-dependent protein kinase signaling pathways associated with these phases of infection represent attractive new drug targets that might be capable of halting migrating sporozoites before they can infect and hide within the liver. Additionally, we offer the first study on mosquito salivary gland gene and proteins involved in *P. vivax* infection and transmission. Altogether our study represents an important advance in understanding mosquito transmission and the key processes regulating sporozoite infectivity of *P. vivax*.

## Methods

### Ethical statement

The Human Subjects protocols for this study was approved by the Institutional Ethics Committee of the Thai Ministry of Public Health and the Human Subjects Research Review Board of the U.S. Army (WRAIR#1949). The protocols conformed to the Helsinki Declaration on ethical principles for medical research involving human subjects (version 2002) and informed written consent was obtained for all volunteers.

### Mosquito colonization, rearing and *P. vivax* infection

For colonization, 3–5-day old adult *An. dirus* was provided blood meals preserved using citrate phosphate dextrose adenine (CPDA-1) via an artificial membrane feeder containing human blood (Interstate Blood Bank, Inc., Memphis, TN), as previously described^90^. After blood-feeding, females were manually mated, eggs obtained, and larvae and adults maintained as described earlier^91^. The blood-fed adults were maintained in the AFRIMS insectary at 25 °C ± 1 °C and 80% relative humidity until transport to the Mae Sod Malaria Clinic, Mae Sod District (Thailand Ministry of Public Health. A 5% solution (v/v) of commercially produced multivitamin syrup (MULTILIM, Atlantic Pharmaceutical Co., Bangkok, Thailand) that included 5% sucrose (LIN, TTR Group, Col, Uthai Thani, Thailand) was as a food source and changed daily^92^.

The *P. vivax* -infected blood was obtained from Thai patients who reported to medical clinics along the Thai–Myanmar border with signs and symptoms of malaria infection and confirmation of vivax malaria parasites in the blood. Thick and thin blood smears were prepared and then examined microscopically for *P. vivax* parasites and gametocyte densities calculated per 200 white blood cells. In total, 20 ml of venous blood was collected in a heparinized tube and maintained at a constant temperature of 37 °C using a water bath circulation system. After starvation for 8 h, 5–7-day old *An. dirus* females were allowed to blood-feed for 30 min using an artificial membrane feeder. Unfed and partially fed mosquitoes were removed, counted, and discarded in accordance with standard protocols. Engorged mosquitoes were then secured in a container and transported to the AFRIMS insectary where they remained until use at AFRIMS or shipment to USF (Tampa, FL). The adults were maintained at temperature and humidity as described earlier and provided with 10% multivitamin sugar solution that was changed daily to reduce fungal and bacteria growth. *P. vivax* infected *An. dirus* mosquitoes were shipped to USF for experiments RNA-seq experiments (n = 1) and preliminary experimental optimization (Supplementary Fig. S3).

### Preparation of sporozoite dissection collection media

The experimental design included exposure of fresh sporozoites to a mammalian-based media (RPMI), an insect-based media (Schneider’s), and an addition of BSA to media at a 3% w/v concentration mimicking the level in human plasma. RPMI used was pre-made with addition of 50 mg ml^−1^ hypoxanthine, 25 mM HEPES, and L-glutamine (Cat. No. CUS-0645, KD medical, Columbia, MD, U.S.A). Schneider’s powder without sodium bicarbonate or calcium chloride (Cat. No. S9895, Sigma-Aldrich, St. Louis, MO, U.S.A.) was reconstituted following manufacture’s protocol in cell culture water (Corning, New York, NY, U.S.A.) with gently stirring until solution was clear and then pH altered near neutral (7.0–7.3) using 1 M NaOH. Complete list of media components is in Supplementary Table S1. The microenvironments were termed as the following: B1 = RPMI, B2 = RPMI + 3% BSA, B3 = Schneider’s, B4 = Schneider’s + 3% BSA. Time points were termed as the following: 0 h refers to time after dissection was finished and sporozoites were taken off ice (4 °C) where 4 h refers to time after dissection was finished and sporozoites are incubated at respective temperatures. Temperature differences at 4 h post-dissection occurred at either room temperature (RT) or 37 °C, 5% CO_2_. The 4 h RT with 37 °C induction refers to a 30 min incubation (the amount of time to run the gliding assay) of 4 h RT samples with 37 °C, 5% CO_2_ incubation.

### Dissection of *P. vivax* salivary gland sporozoites

For all experiments, salivary glands were dissected from *An. dirus* mosquitoes 14–16 days post–infectious blood meal. Mosquitoes were immobilized by cold incubation (−20 °C, 5 min), transferred to ice (4 °C), and individually washed in a 3-step wash: 70% ethanol, 0.5 mg ml^−1^ penicillin-streptomycin and 1 mg ml^−1^ of neomycin (PSN), and 2.5 µg ml^−1^ Fungizone^TM^ diluted in 1× Dulbecco’s Phosphate Buffered Solution (DPBS). Intact, clean salivary glands were collected into 100 μl of collection media with dissection time under an hour. Salivary glands were centrifuged (1600 G, 3 min) with gland disruption using plastic pestle and manually pipetting then counted using a hemocytometer. A total of 200,000–2,000,000 sporozoites were collected per condition for RNA-seq.

### Sporozoite gliding motility assay

The gliding motility assay used was described in a previous study^34^. Briefly, 20,000–40,000 sporozoites were allowed to glide for 30 min in respective media at either room temperature (23 °C) or 37 °C on a glass coverslip coated with 10 µg ml^−1^ of *P. vivax* anti-CSP monoclonal antibodies (mAB) 2F2 (subtype VK210) or 2E10.E11 (subtype VK247) (BEI Resources, NIAID, NIH)^93^. Subsequently, sporozoites were fixed with 4% paraformaldehyde (PFA) for 10 minutes and blocked with 1% bovine serum albumin (BSA) in 1× phosphate buffered saline (PBS) overnight at 4 °C. Sporozoites were stained with 10 µg ml^−1^ of mAB as primary antibody for 1 hour at room temperature followed by staining with 10 µg ml^−1^ secondary goat anti-mouse Alexa Fluor® 488 conjugate (2 µg ml^−1^, 1:1,000-fold dilution; Molecular Probes, ThermoFisher, Waltham, MA, U.S.A.). The coverslip was washed thrice to remove unbound antibodies and mounted inverted on a drop of Fluoromont G. Illuminated anti-CSP trails were quantified and imaged by fluorescence microscopy (20x, 1.4 NA or 100×, 1.4 NA, DeltaVision Core system, GE Healthcare Life Sciences, Piscataway Township, NJ, U.S.A.) where positive gliding was defined by a trail ≥ 3 μm. Percent gliding was calculated by total gliding sporozoites divided by total sporozoites (gliding and non-gliding) for 10 fields of view (20x, 1.4 NA) or for a total of 1,000 sporozoites.

### Infection of primary human hepatocytes with *P. vivax* sporozoites

Cryopreserved primary human hepatocytes (Cat. No. M00995-P and F00995-P, Bioreclamation IVT, Inc, Baltimore, MD, U.S.A.) were previously evaluated for *P. vivax* invasion where donor lots NLX (Supplementary Fig. S3) or PDC (Fig. 4) were used for PHH invasion experiments. In brief, selected wells of a commercial 384-well plate (Cat No. 781091, Greiner, Monroe, NC, U.S.A.) were coated with rat tail collagen I (Corning, New York, NY, U.S.A) diluted to a final concentration of 5 µg collagen per cm^2^ in 0.02 M acetic acid and incubated at 37 °C overnight to ensure adsorption. Next day, wells were washed twice with 1× DPBS and once with InVitroGro^TM^ CP Medium (Bioreclamation IVT, Inc, Baltimore, MD, U.S.A.) referred to as hepatocyte culture media (HCM). Cryopreserved PHH were thawed following manufacturer’s instructions with post–thaw viability measured by trypan blue exclusion with > 5 million viable cells per vial and diluted in HCM supplemented with a final concentration of 50 µg ml^−1^ penicillin-streptomycin, 100 µg ml^−1^ of neomycin, and 10 µg ml^−1^ of gentamicin (HCM^+^) to a concentration of 900 cells per μl. The cell mixture was seeded as a confluent monolayer with a total of 18,000 cells per well in a 384-well plate then incubated at 37 °C, 5% CO2. Following 2 days post–seed, each well received a complete media change (40–50 µl) with HCM^+^ then ready for sporozoite infection.

After dissection, sporozoites were counted using a hemocytometer and diluted accordingly in experimental medium (Fig. 4a) or HCM^+^ (Fig. 4b–d), respectively. After dilution, 5.0 × 10^3^ (Fig. 4a–d) or 1.8 × 10^4^ (Supplementary Fig. S3a,b) sporozoites from each condition were added to hepatocyte-seeded wells with experimental replicates (n = 5 or 6), the plate centrifuged (200 G, 5 min), and allowed to invade for 24 hours at 37 °C, 5% CO2 before washing with HCM^+^ (40–50 µl). Media was changed every 2 days using HCM^+^ until fixation at 6–8 days post-infection. To fix cells, 4% PFA was incubated for 10 min at room temperature and washed twice with 1× DPBS then stored at 4 °C until temperature-controlled shipment to USF.

### Microscopy and image analysis of *P. vivax* liver-stage parasites

In brief, a standard immunofluorescence assay (IFA) protocol was used to stain and quantify *P. vivax* liver-stage parasites. Wells were incubated in blocking buffer (0.03% TritonX-100, 1% (w/v) BSA in 1× DPBS) with rabbit anti-UIS-4 polyclonal antibody or mouse anti-ACP antibody at 1:1,000-fold dilution (kindly provided by Center for Infectious Disease Research, WA, U.S.A) and mouse anti-GAPDH monoclonal antibody at 1:50,000-fold dilution (The European Malaria Reagent Repository, Cat. No. 7.2) overnight at 4 °C^43,94^. After, wells were washed thrice with 1× DPBS and incubated for 1 hour at room temperature with secondary goat anti-mouse or anti-rabbit Alexa Fluor® 488 or 568 conjugate at 1:1,000-fold dilution (2 µg ml^−1^; Cat. No. A11001, A11034, A11004, A11011, Molecular Probes, ThermoFisher, Waltham, MA, U.S.A.) antibody and Hoechst at 1:1,000-fold dilution (10 µg ml^−1^) then washed thrice and filled with 1× DPBS until imaging and for long-term storage. Liver-stage parasite imaging, identification, and quantification was performed on the Operetta Imaging System with Harmony software 4.1 (20x, 0.4 NA; Perkin Elmer, Waltham, MA, U.S.A.) following previously described protocol^44^. Each individual well of a 384-well plate had 35 fields of view collected, capturing anti-UIS4 signal using FITC channel and hepatocyte nuclei using DAPI channel. Predetermined image analysis parameters were set to collect the total liver-stage parasite population. Large, developing liver-stage schizonts and small, dormant hypnozoites were distinguished based upon fluorescent intensity, area, and roundness. Statistical analysis of PHH invasion assays were performed using Prism 7 (Graphpad, La Jolla, CA, U.S.A.).

High-resolution IFA images of the *P. vivax* liver-stage parasites were captured with a 100x oil objective, 1.4 NA on a DeltaVision Core system (GE Healthcare Life Sciences, Piscataway Township, NJ, U.S.A.). The same IFA protocol was followed as described above. Mouse immune sera samples collected from mice raised against protein to SufE and SufS were diluted in blocking buffer at 1:50 or 1:200 (kindly provided by V.S. and G.S.S., Z.P. and S.G). All high-resolution images were deconvoluted using the softWoRx® image analysis package (GE Healthcare Life Sciences, Piscataway Township, NJ, U.S.A.) and merged z-stacks with added scale bars were processed in (ImageJ)^95^. Images captured with secondary antibody Alexa Fluor® 568 were re-colored to magenta using FIJI in order to meet publication image standards.

### Library preparation and RNA-sequencing of sporozoites and uninfected mosquitoes

The *P. vivax* sporozoite samples and uninfected salivary glands were extracted and purified from TRIzol using Direct-zolTM RNA miniprep kit (Zymo Research, Irvine, CA, U.S.A.). Sample protein concentration and quality were then measured on a Nanodrop (ThermoFisher, Waltham, MA, U.S.A.). 0.5 μg–1.0 μg total RNA of each sample was used for library preparation. Libraries were prepared by using TruSeq Stranded mRNA Preparation Kit v2 (Illumina, San Diego, CA, U.S.A.) following manufacturer’s recommendations. Library quantification was conducted by qPCR and TapeStation (Agilent Technologies, Santa Clara, CA, U.S.A.) measurements. Libraries were subsequently pooled and sequenced across 4 or 12 lanes of a MiSeq at a read length of 100 bp paired end using 300 cycle V2 MiSeq reagent kit (Illumina, San Diego, CA, U.S.A.).

### Mapping, data processing, and transcriptome profiles

The sequencing raw reads from each sporozoite sample were aligned to the *P. vivax* reference genome P01^58^ of PlasmoDB version 34^96^. The sequencing raw reads from each infected and uninfected *An. dirus* salivary gland samples were aligned to the *An. dirus* WRAIR2 reference genome of VectorBase release VB-2018-02 (AdirW1.7)^56^. A maximum of one mismatch per read was allowed. The mapped reads from TopHat^97^ were used to assemble known transcripts from the reference and their abundances were estimated using Cufflinks^98^. The expression level of each gene was normalized as Fragments Per Kilobase of exon per Million (FPKM) mapped reads for each condition. All the RNA sequencing raw reads have been deposited into NCBI’s Gene Expression Omnibus which are accessible through GEO Series accession number GSE117538.

### Differential gene expression analysis

The difference of gene expression levels across the different time points and buffered media conditions were determined from fragment counts using EdgeR^99^ in R software^100^. The aligned read pairs from sorted bam files were counted against *P. vivax P01* (PlasmoDB v34) and *An. dirus* WRAIR2 (AdirW1.7) gene annotations using featureCounts application of the Subread suite^101^, defining features at the gene-level. TMM (trimmed mean of M-values) normalization^100^ of the counts was performed across the five runs and three biological replicates to eliminate compositional biases between the samples. For each pairwise comparison (Supplementary Dataset S4–S9) performed, a gene was inferred differentially expressed if the FPKM ≥ 20, log2FC of the mean FPKM across biological replicates is greater 2 or less than −2, *P* ≤ 0.05 and FDR (False Detection Rate) < 0.1.

### Gene Ontology (GO) term enrichment analysis

Predetermined gene lists from each pairwise differential gene expression comparison were used to test the enrichment of specific GO term in each group. The GO enrichment analysis of the molecular function, cellular component, and biological processes were conducted using the Gene Ontology (GO) tool on PlasmoDB^96^ (www.plasmodb.org) and analyzed using a *P* of ≤0.05 cutoff. REVIGO program^102^ was used to reduce the redundancy in GO terms. GO terms with a frequency ≥20% were reported and fold enrichment was used to generate figures.

### Gene expression comparison of human and mosquito stages of *P. vivax*

Gene expression comparison between recently published *P. vivax* blood-stage^38^ and our current sporozoite stage transcriptomic data, to understand potential underlying variations and identify sporozoite specific genes (Supplementary Dataset S3, Supplementary Fig. S2). Raw reads from sporozoite samples are re-aligned^98^ to *P. vivax* reference genome Sal1 of PlasmoDB version 12 to be consistent with blood-stage RNA-seq data. Peak gene expression across the sporozoite (buffered media and time point) and blood (time point) samples are respectively profiled along with peak expression point, to classify the genes and rank genes based on sporozoite stage expression.

### Quantitative real time RT-PCR (qRT-PCR)

Total RNA was extracted from samples preserved in Trizol as described above. After giving DNase I (Invitrogen, Carlsbad, CA, U.S.A.) treatment, the total RNA (about 50–100 ng) was subjected to first-strand cDNA synthesis using the Superscript II Reverse Transcriptase kit (Invitrogen, Carlsbad, CA, U.S.A.) and gene-specific primers following manufacturer’s protocol. The resulting cDNA was diluted 1:5 with nuclease-free water. For real time analysis, the primers were designed based on mRNA of desired genes available from PlasmoDB (Supplementary Table S2) using freely available software GeneRunner and cross verified using Primer Blast (NCBI). Real-time PCR analysis was performed on Agilent Technologies Stratagene Mx3005P System using the Brilliant II SYBR Green QPCR Master Mix with low ROX (Agilent Technologies, Santa Clara, CA, U.S.A.). Briefly, the PCR reaction consisted of 12.5 µl of Brilliant II SYBR Green QPCR Master Mix, 10 µmole of forward and reverse primers and 2 µl of diluted cDNA in a total volume of 25 µl. PCR cycling conditions were performed using the default conditions of the Mx3005P Software: 95 °C, 10 minutes followed by 40 cycles of 94 °C, 30 seconds; 55 °C, 1 minute; and 72 °C, 30 seconds. The housekeeping *P. vivax* gene, seryl-tRNA- synthetase, known to be transcribed stably throughout different erythrocytic stages was used as an endogenous control (normalizer) for every run. Two buffered media compositions (RPMI + 3% BSA, Schneider’s) were used from 2 biological samples and run in triplicates for the following timepoints, 0 h post-dissection and 4 h post-dissection, 37 °C. For data analysis, the normalized quantity of each target gene was expressed as the ratio of the relative amount of target gene over the quantity of the housekeeping gene. Then, log2FC was used calculated from qPCR data (Schneider’s, 0 h post-dissection vs. RPMI + 3% BSA, 4 h post-dissection, 37 °C) with results compared to the RNA-seq generated FPKM (Supplementary Fig. S5a).

### Statistical analysis

All graph bars are represented by means with standard deviation (s.d.). Significance of mean was assessed by two-way ANOVA with Tukey’s multiple comparisons (Figs 3 and 4) When standard deviation is reported, n represents biological replicates and experimental replicates per biological replicate. When *p* value is reported, *P* is used for representation.

### Disclaimer

Material has been reviewed by the Walter Reed Army Institute of Research. There is no objection to its presentation and/or publication. The opinions or assertions contained herein are the private views of the authors, and are not to be construed as official, or as reflecting true views of the Department of the Army or the Department of Defense. The investigators have adhered to the policies for protection of human subjects as prescribed in AR 70–25.

## Electronic supplementary material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

Supplementary Dataset 9

Supplementary Dataset 10

## Data Availability

The data that support the findings of this study are available from the corresponding author upon request.

# Supplementary material for: Unraveling the Plasmodium vivax sporozoite transcriptional journey from mosquito vector to human host
**Source:** Sci Rep. 2018 Aug 15;8:12183. doi: 10.1038/s41598-018-30713-1
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information for:**

**Unraveling the *Plasmodium vivax* sporozoite transcriptional journey from mosquito vector to human host**

Alison Roth<sup>1</sup>, Swamy R. Adapa<sup>1</sup>, Min Zhang<sup>1</sup>, Xiangyun Liao<sup>1</sup>, Vishal Saxena<sup>2</sup>, Raaven Goffe<sup>1</sup>, Suzanne Li<sup>1</sup>, Ratawan Ubalee<sup>3</sup>, Gagandeep S. Saggu<sup>4</sup>, Zarna R. Pala<sup>2</sup>, Shilpi Garg<sup>2</sup>, Silas Davidson<sup>3</sup>, Rays H.Y. Jiang<sup>1\*</sup>, and John H. Adams<sup>1\*</sup>

**a**

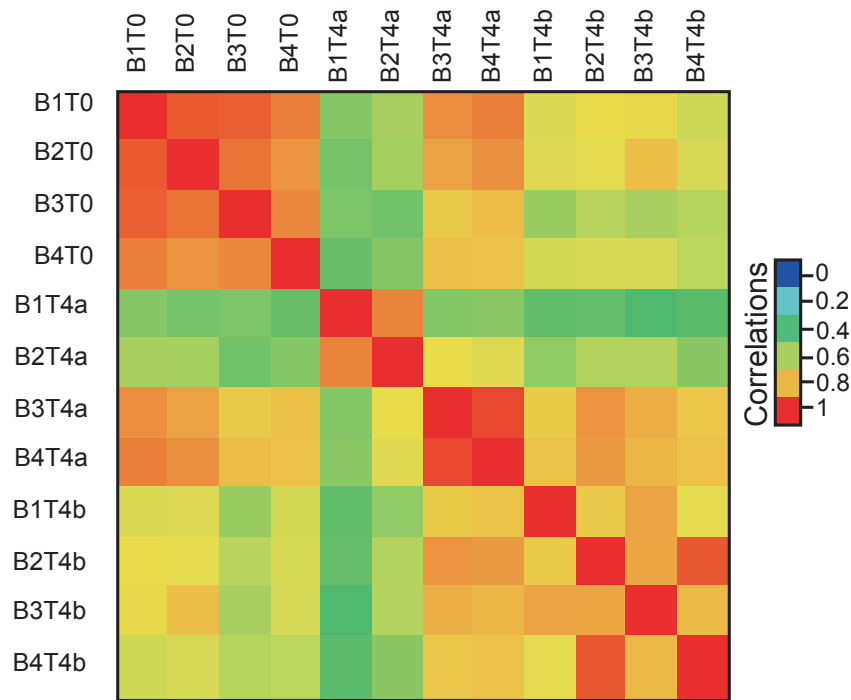

**b**

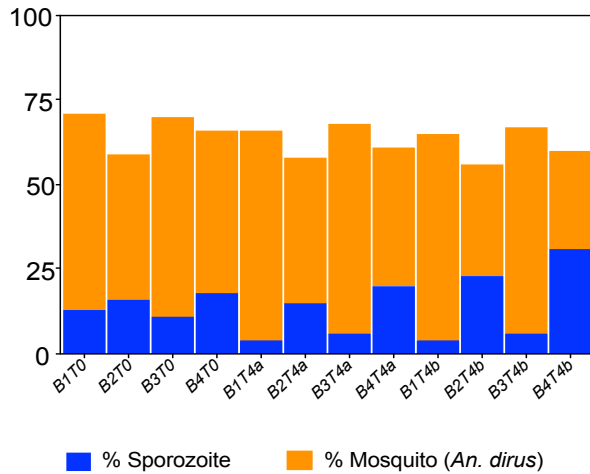

**c**

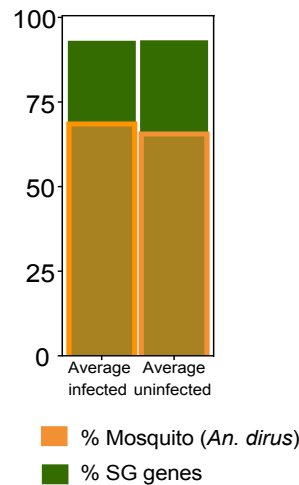

**Supplementary Figure S1: Correlation of each RNA-seq sample with the mean of all samples. (a)** The correlation coefficients between the gene expression levels in each *P. vivax* sporozoite sample and the mean expression levels of all 48 samples across twelve experimental conditions are reported in the respective graph. The high correlation demonstrated the reliability of detection of RNA-seq. **(b)** Transcript abundance was calculated for all *P. vivax* salivary gland patient isolates in reference for each microenvironment. **(c)** RNA transcripts identified to the *An. dirus* genome were further analyzed with > 93% mapping to salivary gland (SG) associated genes. (B1 = RPMI, B2 = RPMI + 3% BSA, B3 = Schneider's, B4 = Schneider's + 3% BSA and T0 = 0 h post-dissection, T4a = 4 h post-dissection at room temperature, T4b = 4 h post dissection at 37 °C).

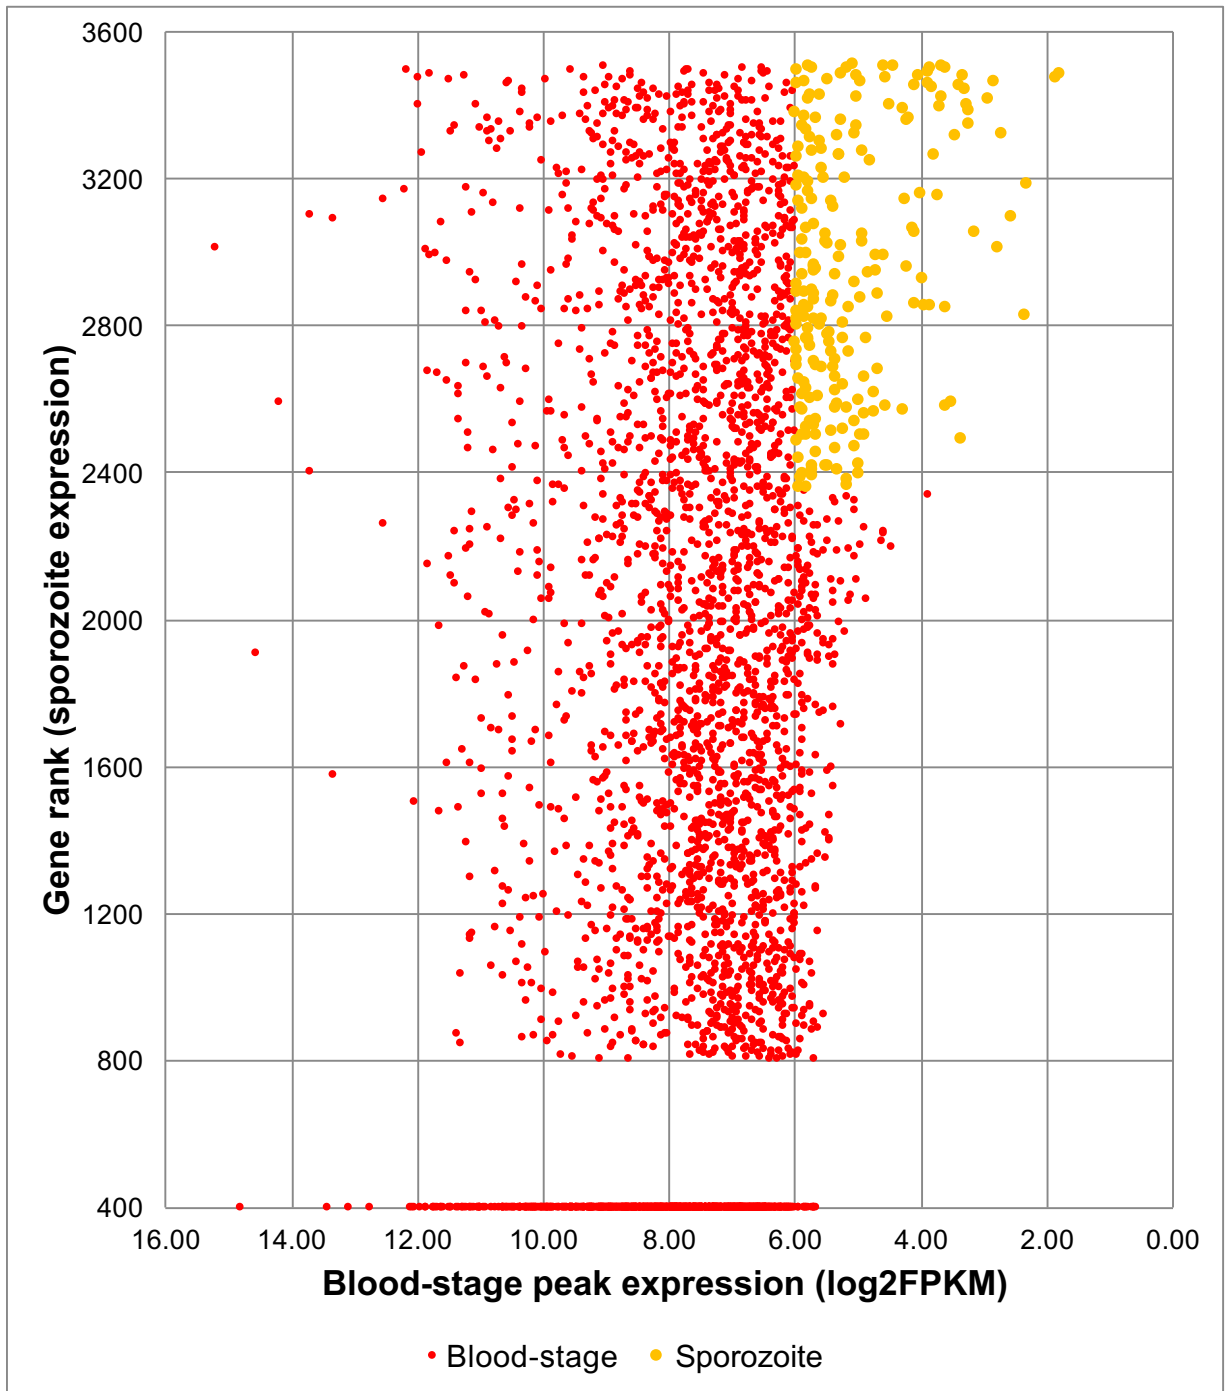

**Supplementary Figure S2: Comparison of *Plasmodium vivax* salivary gland sporozoite (PvSGS) transcriptome to *Plasmodium vivax* blood-stage (PvBS).** PvSGS RNA-seq samples were compared to published PvBS transcriptome where yellow indicates PvSGS related genes (n = 903) and red indicates PvBS specific genes (n = 2,607).

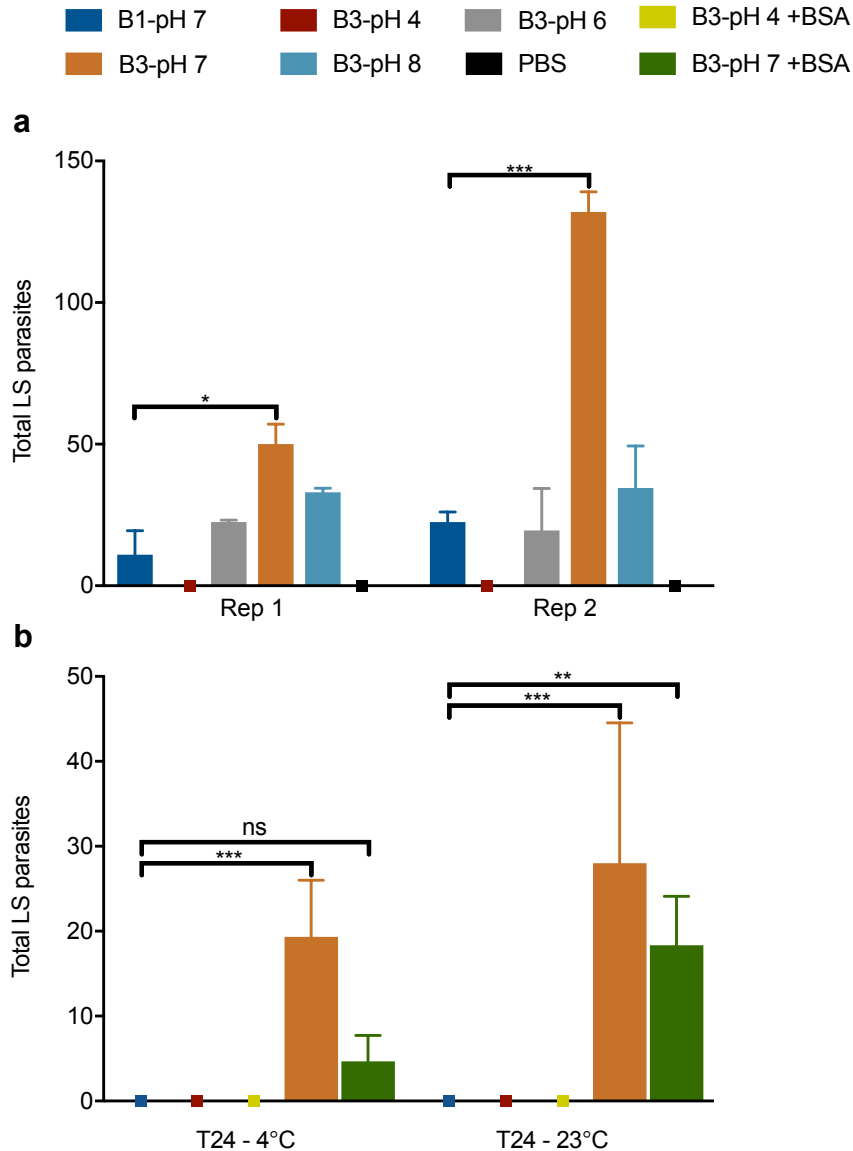

**Figure S3: Evaluation of pH effect and time on *P. vivax* salivary gland sporozoites (PvSGSs) measured by liver-stage parasite development in primary human hepatocytes (PHHs).** (a) *P. vivax* infected *An. dirus* mosquitoes were shipped to USF and dissected where PvSGSs were isolated into RPMI at pH 7 (B1) or Schneider's (B3) at pH 4, 7, and 8. PvSGSs were diluted in hepatocyte culture media with immediate inoculation into PHHs at  $1.8 \times 10^4$  sporozoites per well. B3 at a pH of 7 showed the highest PHH infection rates. (b) PvSGSs were isolated into 5 different media compositions and exposed for 24-hours (T24) at either 4 °C or RT (room temperature). PvSGSs were then inoculated into PHHs at  $1.8 \times 10^4$  sporozoites per well followed by quantification of liver-stage (LS) parasites developed. Graph bars represent means with s.d for experimental replicates of (n = 3) and biological replicates of (n = 2 (a) and n=1 (b)). Statistical significance was calculated using a two-way ANOVA with Dunnett's multiple comparisons test to B1-pH 7 where statistical significance values are represented as not significant (ns),  $P < 0.05$  (\*),  $P < 0.01$  (\*\*), and  $P < 0.0001$  (\*\*\*).

■ B1- RPMI    
 ■ B2- RPMI + 3% BSA    
 ■ B3- Schneider's    
 ■ B4- Schneider's + 3% BSA

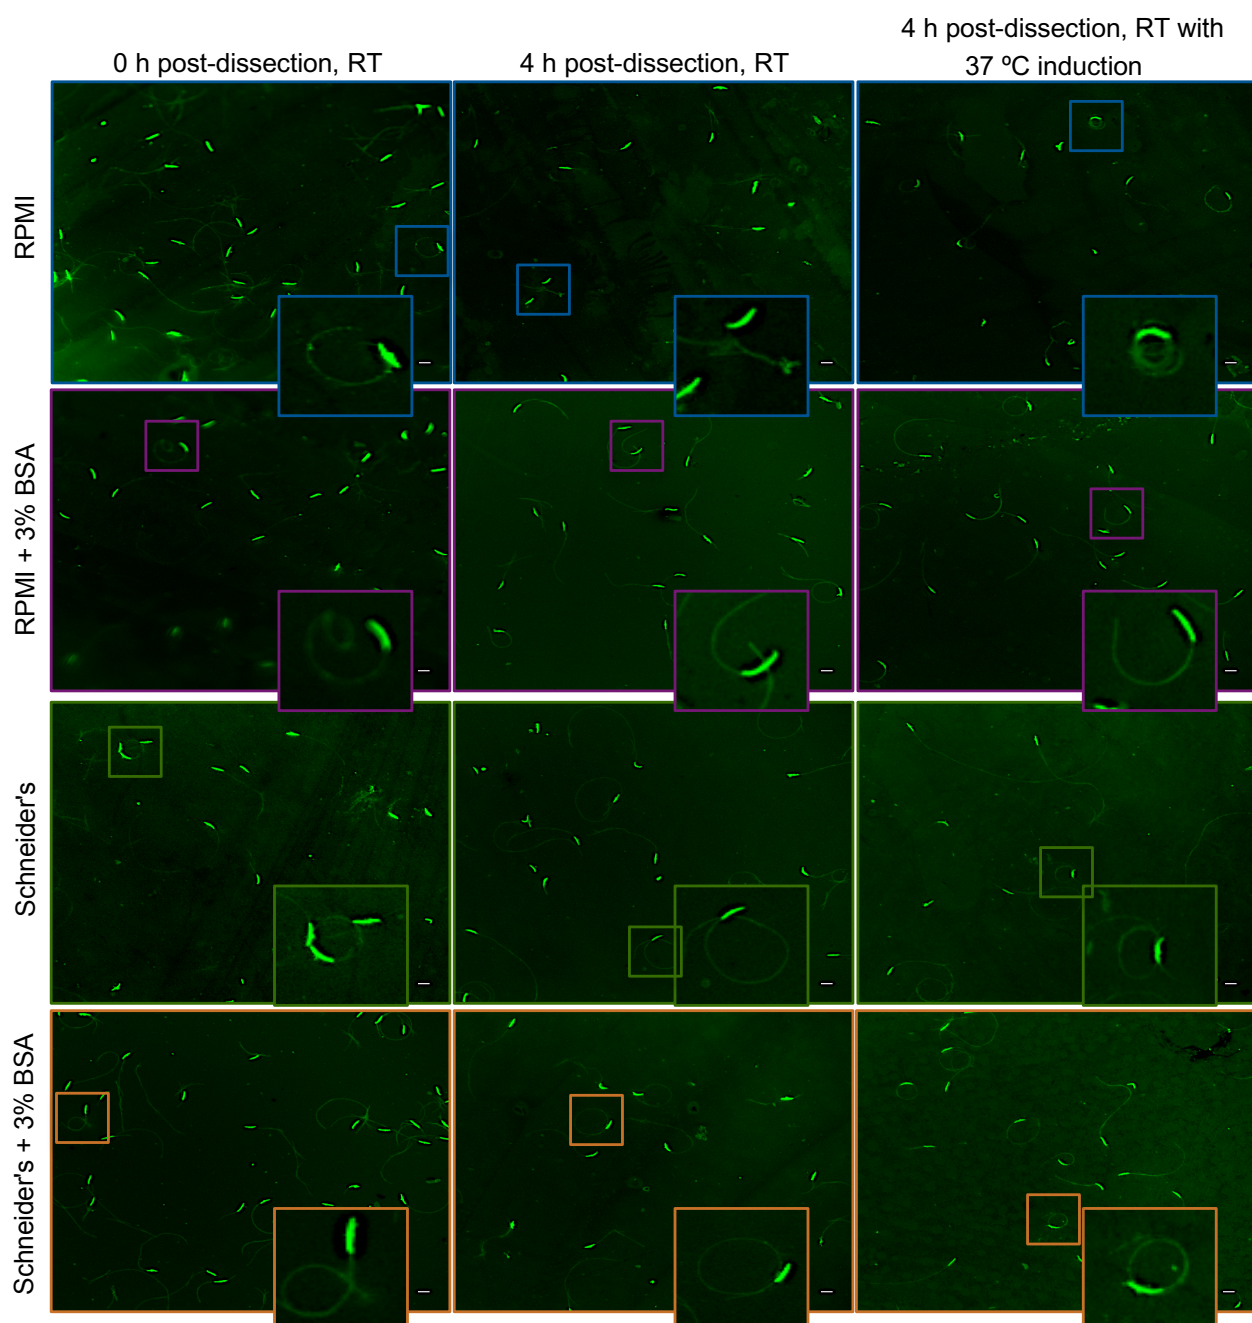

**Supplementary Figure S4: Additional time points of *Plasmodium vivax* salivary gland sporozoites (PvSGSs) gliding.** Dissected PvSGSs at 0 h post-dissection, RT (room temperature) or at 4 h post-dissection, RT show gliding motility but with reduced circular rotations and a linear trail. When PvSGSs are incubated at 37 °C for 30min (per requirement of standard motility assay), sporozoites are induced by temperature and exhibit increased motility (B1- RPMI) with more circular rotation. A standard sandwich immunofluorescent assay (IFA) based on the monoclonal anti-circumsporozoite protein (CSP) antibody was used to visualize sporozoite motility where manual quantification (from 10 fields of view or 1,000 total PvSGSs) was used to measure sporozoite metrics (percent gliding, motility path). All images were captured at 20x magnification, 0.74 NA and complimentary to graphical representation in Fig. 3. Scale bars (white) represent 10  $\mu\text{m}$ . (B1 = RPMI, B2 = RPMI + 3% BSA, B3 = Schneider's, B4 = Schneider's + 3% BSA and T0 = 0 h post dissection, T4a = 4 h post incubation at room temperature, T4b = 4 h post incubation at 37 °C).

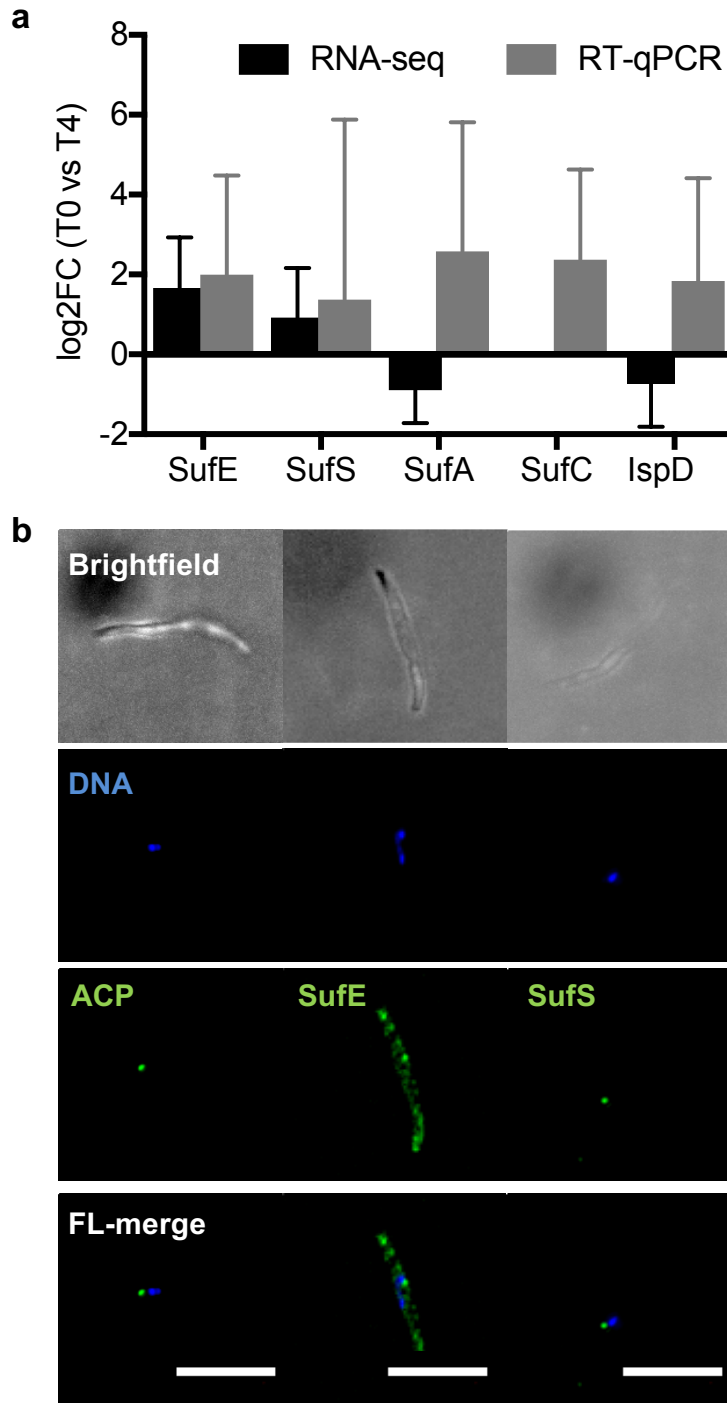

**Supplementary Figure S5: Validation of RNA-seq by RT-qPCR and immunofluorescence assay.** **(a)** Comparison of RNA-seq and qPCR log<sub>2</sub>FC between *P. vivax* salivary gland sporozoites (PvSGSs) 0 h post-dissection (T0) and 4 h post-dissection (T4) samples for select apicoplast genes. **(b).** Immunofluorescent assay (IFA) of PvSGSs stained with apicoplast resident protein acetyl carrier protein (ACP) where Suf E exhibits a diffused pattern in PvSGS and Suf S appears to be localized to the apicoplast.

**Supplementary Table S1.** Components of experimental mediums.

|                                                                       | <b>RPMI 1640<br/>(mg/L)</b> | <b>Schneider's<br/>(mg/L)</b> |
|-----------------------------------------------------------------------|-----------------------------|-------------------------------|
| <b>Inorganic Salts</b>                                                |                             |                               |
| Potassium chloride (KCl)                                              | 400                         | 1,600                         |
| Sodium chloride (NaCl)                                                | 6,000                       | 2,100                         |
| Sodium phosphate dibasic (Na <sub>2</sub> HPO <sub>4</sub> ) (anhyd)  | 800                         | 700                           |
| Calcium nitrate (Ca(NO <sub>3</sub> ) <sub>2</sub> 4H <sub>2</sub> O) | 100                         |                               |
| Magnesium sulfate (MgSO <sub>4</sub> ) (anhyd)                        | 48.84                       | 1,807.221                     |
| <b>Other Components</b>                                               |                             |                               |
| D (+)-Glucose                                                         | 2,000                       | 2,000                         |
| D (+)-Trehalose                                                       |                             | 2,000                         |
| Fumaric acid                                                          |                             | 60                            |
| Succinic acid                                                         |                             | 60                            |
| Yeast extract                                                         |                             | 2,000                         |
| L- (-)-Malic acid                                                     |                             | 600                           |
| $\alpha$ -Ketoglutaric acid                                           |                             | 350                           |
| Glutathione (reduced)                                                 | 1                           |                               |
| Phenol red                                                            | 5.3                         |                               |
| Hypoxanthine                                                          | 50                          |                               |
| HEPES                                                                 | 10,400                      |                               |
| <b>Vitamins</b>                                                       |                             |                               |
| D-biotin                                                              | 0.2                         |                               |
| Choline chloride                                                      | 3                           |                               |
| Folic acid                                                            | 1                           |                               |
| Niacinamide                                                           | 1                           |                               |
| <i>p</i> -aminobenzoic acid                                           | 1                           |                               |
| D-pantothenic acid ½ Ca                                               | 0.25                        |                               |
| Pyridoxine hydrochloride (HCl)                                        | 1                           |                               |
| Riboflavin                                                            | 0.2                         |                               |
| Thiamine hydrochloride                                                | 1                           |                               |
| Vitamin B12                                                           | 0.005                       |                               |
| myo-inositol                                                          | 35                          |                               |
| <b>Amino Acids</b>                                                    |                             |                               |
| Glycine                                                               | 10                          | 250                           |
| L-Arginine                                                            | 200                         | 600                           |
| L-Asparagine                                                          | 50                          |                               |
| L-Aspartic acid                                                       | 20                          | 400                           |
| L-Cystine 2HCl                                                        | 65                          | 26.732                        |
| L-Cysteine                                                            |                             | 60                            |
| L-Glutamic acid                                                       | 20                          | 800                           |
| L-Glutamine                                                           | 300                         | 1,800                         |
| L-Histidine                                                           | 15                          | 400                           |

|                                                                                  |       |       |
|----------------------------------------------------------------------------------|-------|-------|
| L-Hydroxyproline                                                                 | 20    |       |
| L-Isoleucine                                                                     | 50    | 150   |
| L-Leucine                                                                        | 50    | 150   |
| L-Lysine hydrochloride                                                           | 40    |       |
| L-Lysine                                                                         |       | 1,650 |
| L-Methionine                                                                     | 15    | 150   |
| L-Phenylalanine                                                                  | 15    |       |
| L-Proline                                                                        | 20    | 1,700 |
| L-Serine                                                                         | 30    | 250   |
| L-Threonine                                                                      | 20    | 350   |
| L-Tryptophan                                                                     | 5     | 100   |
| L-Tyrosine disodium salt dihydrate                                               | 28.83 | 72.02 |
| L-Valine                                                                         | 20    | 300   |
| β-Alanine                                                                        |       | 500   |
| Anhydrous referred to as (anhyd)                                                 |       |       |
| Addition of 3% (w/v) bovine serum albumin (BSA) occurred after media preparation |       |       |

This table compares the ingredients between RPMI and Schneider's mediums where the dark grey indicates absent components.

**Supplementary Table S2:** Primers used for Real-Time expression analysis of sporozoite genes

| Gene I.D.     | Gene name                                                          | Primer name            | Primer Sequence                         |
|---------------|--------------------------------------------------------------------|------------------------|-----------------------------------------|
| PVP01_1011200 | iron-sulfur assembly accessory protein                             | <i>PvSufA Forward</i>  | 5'GGA AGG ACG AAA TCG AGG C 3'          |
|               |                                                                    | <i>PvSufA Reverse</i>  | 5'CAG CCG CAC TTT TTA GTG G 3'          |
| PVP01_0312400 | cysteine desulfurase, putative                                     | <i>PvSufS Forward</i>  | 5' GAC TCT ACA TCC ACA ACA G 3'         |
|               |                                                                    | <i>PvSufS Reverse</i>  | 5' CTC CTT CAG CAG CAG AGA 3'           |
| PVP01_0419000 | cysteine desulfuration protein SufE, putative                      | <i>PvSufE Forward</i>  | 5' GAT CAT TGC GTG GGT AGG 3'           |
|               |                                                                    | <i>PvSufE Reverse</i>  | 5' GTG GAG AAC GCC TTC ATC 3'           |
| PVP01_1335400 | FeS assembly ATPase SufC, putative                                 | <i>PvSufC Forward</i>  | 5' CGG CGT TGA ATA GCC ATC 3'           |
|               |                                                                    | <i>PvSufC Reverse</i>  | 5' CTG AAA CCG TAA TTA ACA GG 3'        |
| PVX_000545    | Seryl-tRNA – Synthetase                                            | <i>PvSTS Forward</i>   | 5' CAT CTC CTG AAC GGC ACC AT 3'        |
|               |                                                                    | <i>PvSTS Reverse</i>   | 5' GGT GAA GGG AAT AAA CTC GAC 3'       |
| PVP01_0608000 | 4-hydroxy-3-methylbut-2-en-1-yl diphosphate synthase, putative     | <i>Pv IspG Forward</i> | 5' GGT TTT CTC CAT GAA GGC TTC CAA C 3' |
|               |                                                                    | <i>Pv IspG Reverse</i> | 5' TTG CCC ATC CTT TCA TAT TGC CTC G 3' |
| PVP01_0207900 | 2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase, putative | <i>Pv IspD Forward</i> | 5' GAT TTA TCC CCT TTA TCC GCG 3'       |
|               |                                                                    | <i>Pv IspD Reverse</i> | 5' GAT AAT GAG AAG GGG AAG TGC 3'       |

This table shows the primer sequences used for RT-qPCR confirmation for the selected gene I.D.'s.

How the deposited data were processed for this re-analysis (not part of the article)

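RNA was sequenced from salivary glands of An. dirus mosquitoes fed on blood of P. vivax patients, and from uninfected glands. Infected glands were held in RPMI, RPMI + 3% BSA, Schneider's or Schneider's + 3% BSA and sampled at 0 h, after 4 h at RT or after 4 h at 37 °C, with 5 isolates at 0 h, 4 at 37 °C and 3 at RT in each medium. The 48 infected samples have values for P. vivax and for An. dirus, and the 4 uninfected samples, 1 in each medium at 0 h, for An. dirus only, which makes 100 tables. The authors mapped 100 bp paired-end reads with TopHat to the P. vivax P01 genome and the An. dirus WRAIR2 genome and deposited FPKM values from Cufflinks, 1 value per gene and sample. For their lists of changed genes the authors used read counts from featureCounts with edgeR and TMM normalization, which are not used here. The unit was checked against the values of each table, which carry decimals, are never below 0 and have sums that differ between samples.

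The P. vivax tables list 6823 genes and the An. dirus tables 13166. The tables of the 4 uninfected samples and of infected isolate 4 in RPMI at 0 h hold An. dirus values rounded to 1 decimal. In the An. dirus table of isolate 4 in RPMI at 4 h and 37 °C the values stood 1 line above their identifiers, so they were moved down by 1 line, which left the first identifier at 0, and the table as deposited and the sample left out were run as alternatives. Total FPKM per sample had a median of 518013 in P. vivax (312640 to 1196010) and 1425540 in infected An. dirus samples (528248 to 2302790). The tables give no numbers of reads, so depth is known only relative to other samples, from the whole-read steps between low FPKM values of the same genes in pairs of samples, for tables that are not rounded. On the log2 scale relative depth ran from −1.19 to 1.90 in 48 P. vivax samples and from −1.99 to 1.92 in 47 An. dirus samples. The depth of 1082 of 1128 P. vivax pairs and 1080 of 1081 An. dirus pairs could be read this way. Of those pairs, 80.9% in P. vivax and 81.9% in An. dirus lay within 0.1 of the fitted depths on the log2 scale, so that relative depth is an indirect estimate. Genes with an FPKM above 0 numbered from 2321 to 4233 per P. vivax sample and from 4055 to 8291 per infected An. dirus sample, and a gene at 0 is not read as absent. Values of few FPKM rest on few reads and carry a wide error, for which reason low genes were filtered.

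Genes were compared with limma 3.58.1 in R 4.3.3, with the trend method on log2(FPKM + 1), for genes with a mean of at least 20 FPKM in at least 1 condition (2622 in P. vivax, 3824 in An. dirus, 3313 at 0 h and 3717 in infected An. dirus samples). All 48 P. vivax samples entered a single fit with a mean for each of 12 conditions. For An. dirus, the 12 infected conditions and the uninfected samples as 1 group entered a fit, infected and uninfected samples at 0 h a fit with medium as a covariate, and the infected samples alone a fit for temperature. The comparisons at 0 h and at 37 °C in the mosquito were planned after the paper's supplementary tables had been read. A gene was called at a Benjamini-Hochberg adjusted p under 0.1 and a two-sided p of at most 0.05, as in the paper's methods, with a log2FC of at least 1 or 2 in size as the paper uses in the comparison. The log2FC is a difference of mean log2(FPKM + 1), whereas the paper's methods take the log2FC of mean FPKM. The comparisons were planned for read counts, with limma on FPKM as the form to use if the tables held FPKM. Distances from 0 h are 1 minus Pearson's r of log2(FPKM + 1) with the mean of the 0 h samples of the other isolates, and were planned on CPM values. They were compared with two-sided permutation tests, exact where a group had fewer than 10 samples and with 100000 resamples otherwise. Tables and permutations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

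The replicate number in the sample labels was taken as the isolate. The labels give 4 °C for 0 h samples, as the paper's methods do, while its quiescent comparison gives RT, and samples were grouped by time point. The labels give days 14 to 16 for infected and day 18 for uninfected samples, where the paper's methods give days 14 to 16. The uninfected samples all carry replicate number 1. Genes are named in the text by a rule set beforehand: every gene the paper names at the claim in its results or in Tables 1 to 4, and beyond those, for each comparison and direction, the 2 called genes with the largest log2FC in size among those that changed the same way in every isolate with both conditions and had at least 20 FPKM in the higher condition, without ribosomal and other non-coding RNAs. Gene descriptions were taken from the paper's supplementary tables.

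The alternatives were a pseudocount of 0.1, no filter, a replicate block, the block with quantile normalization, non-coding RNA and mitochondrial genes left out, only the samples of the compared groups, the FPKM minimum in the higher of the compared groups, each isolate and each uninfected sample left out in turn, infected samples at 0 h only or without 37 °C, medium as a covariate, and for distances Spearman's rho, FPKM without a log scale and a pseudocount of 10. Median-ratio scaling (over 1107 P. vivax and 1735 An. dirus genes above 0 in every sample), relative depth as a covariate, rounding of all tables to 1 decimal, isolate 1 only, genes of at least 20 FPKM for distances, log2 ratios of mean FPKM and splits with the replicate block were added after seeing the data. For each number of called genes, 100 splits of the samples were used with the real one included, or all 16 where a comparison joined single conditions. The fits were tested on simulated data, made from the mean and the SD of each gene without differences between isolates, with 200 genes changed, and calls were made without a fold-change threshold. Of those genes 39.5% were called between single conditions, 79.5% between 37 °C and 0 h and 56% between infected and uninfected samples, with the right direction in 100%, and 12.2%, 9.14% and 3.45% of called genes were unchanged ones. Sequence reads, gene ontology terms, other species and stages, and the share of reads from each organism are not analysed here, since the comparisons rest on FPKM values alone.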

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

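The test of the An. dirus table of isolate 4 in RPMI at 4 h and 37 °C was chosen only after its result had been seen, and the test of depth for the response to 37 °C with BSA after the difference in depth between samples with and without BSA had been seen.

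Single samples far from the other replicates were looked for in 155 groups of 4 or 5 samples with Dixon's test at its 95% critical value, and 8 values from 7 samples passed it, where chance alone gives about 7.75 values. The An. dirus sample of isolate 4 in RPMI at 4 h and 37 °C held 72.9% of its FPKM in the 10 highest genes, against a median of 38.2% in the other replicates. This is the sample whose values stood 1 line above their gene identifiers in the table. As deposited, its r with the other An. dirus samples had a median of 0.190, and moving the values down by 1 line raised the median to 0.786, where other pairs of samples had a median of 0.847 and a lowest r of 0.557. A shift of the values by 1 line is a candidate explanation for the low correlation of the table. The move left the first identifier without a value, which was set to 0. The share held by the 10 highest genes does not change with the move. After the move, ADIR015634 alone held 62.3% of FPKM in this sample, and it was the highest gene in 7 of 8 samples of isolate 4, with 9.64 to 33.9% in the rest of those, and in no sample of other isolates or of uninfected glands. Why this gene is high in isolate 4 was not tested.

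Isolate 4 was also the lowest of 5 replicates at 0 h in Schneider's + 3% BSA, where the 10 highest An. dirus genes held 18.6% of FPKM against a median of 49.6% in the other isolates, and in Schneider's, with 31.5% against 41.8%. Of the 4 uninfected samples, the one in Schneider's + 3% BSA had the highest total FPKM, 1290890 against a median of 1191300, and the highest share in the 10 highest genes, 53.0% against 50.7%. ADIR014650, a salivary gland protein gene, had 14.62 log2(FPKM + 1) in the uninfected sample in RPMI against a median of 15.37 in the other uninfected samples. In P. vivax, PFN (PVP01_0730900) was lower in isolate 4 in RPMI + 3% BSA at 37 °C, at 7.26 log2(FPKM + 1) against a median of 9.11, and SufA (PVP01_1011200) stood at 3.56 in isolate 3 in Schneider's at 0 h, where the other isolates were listed at 0. The uninfected samples have 1 sample per medium, so medium and sample cannot be told apart there. Of the 8 values, 4 belong to isolate 4, and no explanation was tested for the values of this paragraph.

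The response to 37 °C differed between samples with and without BSA for 98 P. vivax genes, tested as the interaction of time point and BSA. Of these genes 73 had a positive term, which can be a larger rise or a smaller fall with BSA. The labels for BSA were exchanged within isolate, base medium and time point, and 5 of 100 such splits, the real one included, gave as many genes, with up to 152 in another split. In the fit with the replicate block, a test chosen after seeing the data, 5 of 100 of the same splits gave as many as the 296 genes called there, with up to 471 in another. In both fits the number of genes cannot be told apart from what such exchanges give. Relative depth was higher with BSA at 37 °C by 1.21 on the log2 scale (two-sided exact permutation test, p = 0.00901, 8 against 8 samples), so a difference in depth between groups was tested as an explanation. With relative depth as a covariate beside the replicate block, 162 of the 296 genes called with the block alone remained, which is 54.7%. More genes remained than dropped out, which by the criterion set before this test goes against depth as the main cause, but depth differs between the same groups as BSA, and the genes that dropped out may depend on it. A response to BSA at 37 °C remains a hypothesis.

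In the infected mosquito glands, 31 An. dirus genes were higher at 4 h and 37 °C (n = 16) than at 0 h (n = 20) by a log2FC of at least 2, a comparison of mosquito genes that the paper does not report. ADIR008727, of unknown function, rose by 9.67 (adjusted p = 1.1e-18), ADIR007940, an alpha-crystallin B chain, by 9.31 (adjusted p = 1.1e-12), and ADIR007941 by 8.90 (adjusted p = 4.5e-14), in limma's fit, and each rose in all 4 isolates with both time points. Labels were exchanged within isolate and medium, and 1 of 100 splits, the real one alone, gave as many genes, with at most 13 in another split. The replicate block gave 44 genes, and after median-ratio scaling, chosen after seeing the data, 34. Relative depth averaged 0.060 ± 0.987 (SD, n = 19) at 0 h and −0.193 ± 1.35 (SD, n = 16) at 37 °C on the log2 scale. The groups thus showed no difference in depth beyond the spread within each, but no fit of the mosquito genes took depth into account. Time apart from temperature was not tested for the mosquito genes, so that the rise may be an effect of incubation at 37 °C and remains a hypothesis.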

How the results depend on the processing

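The main settings and the alternatives named here were chosen before the data were examined, except median-ratio scaling, relative depth as a covariate, the handling of the moved table, rounding of all tables, infected samples of isolate 1 only, genes of at least 20 FPKM for the distances, log2 ratios of mean FPKM and, for the results at 0 h, leaving out uninfected samples or a pseudocount of 0.1, all of which were chosen after seeing the data. For the 18 results that answer a comparison, 198 values were calculated under alternatives chosen in advance: 134 kept their direction and their side of the threshold, or for numbers of genes stayed within 1.5 times, 6 were weaker, 1 was reversed and 57 moved. Alternatives chosen after seeing the data gave 55 further values, of which 32 stayed and 23 moved. For the 130 log2FC values of single genes, the alternatives chosen in advance gave 1461 values, with 1291 the same, 92 weaker, 46 stronger and 32 reversed, and 70 genes and contrasts changed at least once. Those chosen after seeing the data gave 680 values, with 547 the same, 32 weaker, 27 stronger, 35 reversed and, where no test applied, 39 moved. The cause was not tested for any change given here.

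The isolate as a replicate block moved the number of genes higher in Schneider's at 0 h than in RPMI + 3% BSA at 37 °C from 288 to 451, higher at 0 h than at 4 h from 198 to 93, higher at 0 h than at 37 °C in RPMI + 3% BSA from 219 to 342, higher at 37 °C than at 0 h in RPMI from 41 to 219 and with a response to 37 °C that differed with BSA from 98 to 296. The block with quantile normalization between samples moved the number of genes higher in Schneider's at 0 h than in RPMI + 3% BSA at 37 °C from 288 to 679, lower at 37 °C than at RT from 213 to 406, higher at 0 h than at 4 h from 198 to 359, lower with BSA over all time points from 3 to 5, higher at 0 h than at 37 °C in RPMI + 3% BSA from 219 to 660, higher at 37 °C than at 0 h from 350 to 231, higher at 37 °C than at 0 h in RPMI from 41 to 113 and with a response to 37 °C that differed with BSA from 98 to 507. A pseudocount of 0.1 moved the number of genes higher with BSA over all time points from 40 to 151, lower with BSA over all time points from 3 to 12, higher at 37 °C than at 0 h in RPMI from 41 to 21, with a response to 37 °C that differed with BSA from 98 to 36, lower in infected glands from 46 to 14 and (chosen after seeing the data) lower in infected glands at 0 h from 11 to 2. Fitting only the samples of the compared groups moved the number of genes higher at 0 h than at 37 °C in RPMI + 3% BSA from 219 to 119 and higher at 37 °C than at 0 h in RPMI from 41 to 3. Leaving out the filter on low values moved the number of genes lower in infected glands from 46 to 90 and lower in infected glands at 0 h from 11 to 25. With infected samples at 0 h only and no adjustment for medium, the number lower in infected glands fell from 46 to 12.

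Fits that each left out 1 of 5 isolates gave 142 to 315 genes higher in Schneider's at 0 h, 95 to 207 lower and 66 to 297 higher at 37 °C than at RT, 97 to 247 higher at 0 h than at 4 h, 41 to 62 higher and 0 to 5 lower with BSA over all time points, 126 to 228 higher at 0 h in RPMI + 3% BSA, 293 to 438 higher at 37 °C than at 0 h, 5 to 72 in RPMI alone, and 11 to 86 with a response that differed with BSA. Without isolate 2, where 0 genes were lower with BSA, 119 had an unadjusted p under 0.05. In An. dirus, leaving out isolates gave 161 to 204 genes higher and 11 to 117 lower in infected glands, 121 to 179 and 2 to 139 at 0 h, and 24 to 38 higher at 37 °C than at 0 h. Leaving out 1 of the 4 uninfected samples gave 90 to 192 higher and 0 to 9 lower, and at 0 h 75 to 136 and 0 to 1. Where 0 genes were lower, the number with an unadjusted p under 0.05 was 174 over all infected samples, and 111, 89 and 78 at 0 h. With BSA at 0 h, 0 genes were called under every alternative that was run, with 5 to 37 genes at an unadjusted p under 0.05.

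Of the settings chosen after seeing the data, median-ratio scaling moved the number of genes higher in Schneider's at 0 h than in RPMI + 3% BSA at 37 °C from 288 to 177, higher at 37 °C than at 0 h in RPMI from 41 to 100, with a response to 37 °C that differed with BSA from 98 to 176, lower in infected glands from 46 to 98 and lower in infected glands at 0 h from 11 to 45. The block with relative depth as a covariate moved the number of genes higher in Schneider's at 0 h than in RPMI + 3% BSA at 37 °C from 288 to 569, higher at 37 °C than at RT from 186 to 123, higher at 0 h than at 4 h from 198 to 105, lower with BSA over all time points from 3 to 25, higher at 0 h than at 37 °C in RPMI + 3% BSA from 219 to 401, higher at 37 °C than at 0 h in RPMI from 41 to 315 and with a response to 37 °C that differed with BSA from 98 to 204. Relative depth as a covariate also turned the balance for BSA over all time points at a log2FC of at least 1. With the block alone 317 genes were higher and 102 lower, and with the covariate 143 were higher and 359 lower. With the table of isolate 4 in RPMI at 37 °C as deposited, the number of genes lower in infected glands was 24, and with infected samples of isolate 1 only it was 529. On the scale of the paper's supplementary table, isolate 1 alone gave 73 genes higher and 826 lower.

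The distance from 0 h stayed larger at 37 °C than at RT, but the two-sided permutation p rose above 0.05 with r of FPKM without a log scale (0.0935, p = 0.200) and with Spearman's rho (0.0232, p = 0.115). The difference with BSA was 0.0107 without a log scale (exact permutation p = 0.838) and turned to −0.00476 with Spearman's rho (exact permutation p = 0.752). A pseudocount of 10 kept both differences, at 0.0580 for temperature and 0.0697 for BSA, as did leaving out non-coding RNA and mitochondrial genes, at 0.0451 and 0.0445. Without single isolates the difference between temperatures ran from 0.0209 to 0.0546, with an exact permutation p of 0.168 without isolate 2, and that with BSA from 0.0323 to 0.0578, with 0.0649 without isolate 1 and 0.0671 without isolate 2.

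Genes whose direction changed had small log2FC values under the main setting, and none of them was called there. IspD (PVP01_0207900), at −0.30, was 0.17 with the block and quantile normalization and 0.14 with depth as a covariate. With BSA at 0 h, the log2 ratio of mean FPKM was CDPK1 0.44, SSP3 0.38, APH 0.34, SPELD 0.28, SYN17 0.27, ARFGAP 0.25 and PVP01_0806900 0.23, and over isolates 1 to 4 it was CDPK1 0.58, SSP3 0.50, APH 0.43, SPELD 0.31, SYN17 0.37, ARFGAP 0.40 and PVP01_0806900 0.34. PVP01_0806900 was also 0.0055 after median-ratio scaling. Leaving out isolates gave −0.35 to 0.22 for CDPK1, −0.31 to 0.069 for SSP3, −0.43 to 0.048 for APH, −0.31 to 0.078 for SPELD and −0.22 to 0.062 for PVP01_0806900.

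For the salivary gland genes between infected and uninfected glands, samples at 0 h only gave D7 long form 0.037 and ADIR000836 −0.16, samples without 37 °C gave D7 long form 0.039, ADIR001321 0.11, ADIR000834 0.30 and ADIR000835 0.32, and isolate 1 only gave D7 long form 0.20, TRIO 0.52, ADIR001321 0.74, ADIR000834 0.37 and ADIR000835 0.58. Without the sample of the moved table ADIR000834 was 0.026, and after median-ratio scaling ADIR000836 was −0.010 and, at 0 h, D7 long form was −0.19. The log2 ratio of mean FPKM was TRIO 0.60, ADIR001321 0.85, ADIR000834 1.23 and ADIR000835 1.10 over all infected samples and TRIO 0.74, ADIR001321 1.13, ADIR000834 1.25, ADIR000835 1.26 and ADIR000836 1.48 at 0 h. Leaving out isolates or uninfected samples gave −0.41 to 0.027 for D7 long form, −0.94 to 0.53 for TRIO, −0.75 to 0.74 for ADIR001321, −0.78 to 0.88 for ADIR000834, −0.75 to 0.95 for ADIR000835 and −0.42 to 1.14 for ADIR000836, and at 0 h −0.12 to 0.39 for D7 long form, −1.55 to 0.53 for TRIO, −1.35 to 0.81 for ADIR001321, −1.54 to 0.67 for ADIR000834, −1.24 to 0.90 for ADIR000835 and −0.85 to 1.10 for ADIR000836.

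Alternatives planned for read counts were not run, since the values are FPKM: another normalization of counts, filters on counts, thinning to equal depth, and the share of mapped P. vivax reads with its alternatives. Fitting only the samples of the compared groups gave no separate value for 0 h against 4 h and for BSA over all time points, which use all 48 samples. Depth limits the genes with low values: relative depth differed between P. vivax samples over a range of log2 −1.19 to 1.90, and a gene listed at 0 in a sample is not thereby shown to be absent from it.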

Differences from the paper's values

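A gap is called closed where a log2FC has the paper's sign and lies within its own standard error of the paper's value, where a number of genes is within 1.5 times the paper's, and where a distance is within 1.5 times or 1 SD of it or, for a range, lies inside it or as near to its closer end. Log2 ratios of mean FPKM have no standard error and were judged by that of the main fit. The number of genes higher with BSA at 0 h was 0 against the paper's 16, with 16 genes at an unadjusted p under 0.05, and none of the 12 alternatives set before the data were examined closed the gap. In infected mosquito glands 173 genes were higher against the paper's 71, and of the 15 alternatives set before the data were examined, 1 closed the gap, the fit without the uninfected sample in RPMI + 3% BSA (90), and the other 14 did not. Isolate 1 only on the scale of the paper's table, chosen after seeing the values, gave 73 genes higher but 826 lower. The paper's supplementary list gives 65 higher and 212 lower genes at a log2FC of at least 2, where its text gives 71 and 47. All of these 65 and 212 genes had the same direction here, and 42 and 36 of them were called. That list was made from the same samples, so the shared direction is no independent check. The distance from 0 h at 37 °C with BSA, read as 1 minus r, averaged 0.191 against the paper's range of 0.3 to 0.5. Of the 9 alternatives set before the data were examined, 4 closed that gap, and only r of FPKM without a log scale did so with a value inside the range (0.489). A pseudocount of 10 (0.210), the samples without isolate 3 (0.200) and those without isolate 5 (0.204) stayed below the range and came only within 1.5 times its lower end, and the other 5 did not. Genes of at least 20 FPKM, chosen after seeing the values, gave 0.458, also inside the range.

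With BSA at 0 h, the log2FC values stood against the paper's as follows: CDPK1 (PVP01_0407500) −0.13 against 0.53, SSP3 (PVP01_1427900) −0.13 against 0.49, APH (PVP01_0521100) −0.24 against 0.40, SPELD (PVP01_0938800) −0.17 against 0.28, SYN17 (PVP01_0414200) −0.30 against 0.29, ARFGAP (PVP01_1461700) −0.73 against 0.35 and PVP01_0806900 −0.069 against 0.31, the value after each against being the paper's. Of the 12 alternatives set before the data were examined, leaving out isolate 2 closed the gap for CDPK1 (0.22), SSP3 (0.069), APH (0.048) and SPELD (0.078), and leaving out isolate 1 for PVP01_0806900 (0.062), and the others did not. For SYN17 and ARFGAP none of them closed it. The main values of all 7 genes were negative and the paper's positive, so that a small positive value, such as 0.048 for APH, could count as closing the gap. The log2 ratio of mean FPKM, which is how the paper's methods state the fold change and which was calculated here only after seeing the values, closed it for all 7 genes, with CDPK1 0.44, SSP3 0.38, APH 0.34, SPELD 0.28, SYN17 0.27, ARFGAP 0.25, PVP01_0806900 0.23, and so did that ratio over isolates 1 to 4, with CDPK1 0.58, SSP3 0.50, APH 0.43, SPELD 0.31, SYN17 0.37, ARFGAP 0.40, PVP01_0806900 0.34. Median-ratio scaling, also chosen after seeing the values, closed it for PVP01_0806900 (0.0055).

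The contrast behind the paper's values for 37 °C in its supplementary table was not found, so those values, with the sign turned, are set against 37 °C and 0 h over the 4 media, which is not known to be the same contrast. The log2 ratio of mean FPKM over isolates 1 to 4, chosen after seeing the values, lay close to the paper's for some genes. These were HSP90 (2.09 against 2.09), HSP70 (2.01 against 2.00), PVP01_1405400 (1.97 against 1.96) and PVP01_0602100 (1.40 against 1.40). It lay farther off for others, such as PV1 (4.64 against 4.19) and sortilin (3.95 against 3.43), so that it does not settle the contrast for every gene. For CDPK7 (PVP01_0923700) between 37 °C and 0 h the log2FC was 2.01 against the paper's 1.59, and of the 12 alternatives set before the data were examined, 2 closed the gap, the replicate block with quantile normalization (1.56) and without isolate 4 (1.77), and the other 10 did not. For PK4 (PVP01_1121300) the log2FC was 2.56 against the paper's 2.21, and of the 12 alternatives, 3 closed the gap by values within the standard error of 0.24, the replicate block (2.36), the replicate block with quantile normalization (2.14) and without isolate 5 (2.36), 1 more closed it only by a wider standard error, without isolate 4 (2.48), and the other 8 did not, while the log2 ratio of mean FPKM over isolates 1 to 4 (2.36), chosen after seeing the values, did. For RACK1 (PVP01_0507600) the log2FC was 3.58 against the paper's 3.27, and of the 12 alternatives, 3 closed the gap by values within the standard error of 0.27, the replicate block with quantile normalization (3.33), without isolate 1 (3.46) and without isolate 2 (3.46), 1 more closed it only by a wider standard error, without isolate 4 (3.55), and the other 8 did not, while the replicate block with relative depth as a covariate (3.43), chosen after seeing the values, did. For HSP70-2 (PVP01_0716300) the log2FC was 3.85 against the paper's 2.37, and none of the 12 alternatives closed the gap, with values from 3.31 to 5.47. For the calmodulin gene PVP01_1330600 the log2FC was 5.51 against the paper's 3.79, and none of the 12 alternatives closed the gap, with values from 4.78 to 7.64. For NDK (PVP01_1105500) the log2FC was −4.32 against the paper's −3.46, and of the 12 alternatives, 1 closed the gap, without isolate 2 (−3.88), and the other 11 did not, while the log2 ratio of mean FPKM (−3.67) and the log2 ratio of mean FPKM over isolates 1 to 4 (−3.86), chosen after seeing the values, did. For PVP01_0706000 the log2FC was −3.37 against the paper's −1.84, and none of the 12 alternatives closed the gap, with values from −4.23 to −2.27, while the log2 ratio of mean FPKM (−2.13) and the log2 ratio of mean FPKM over isolates 1 to 4 (−2.07), chosen after seeing the values, did. For PVP01_1426400 the log2FC was 6.30 against the paper's 4.43, and none of the 12 alternatives closed the gap, with values from 5.52 to 8.16. For PVP01_1434100 the log2FC was 5.68 against the paper's 4.40, and of the 12 alternatives, 2 closed the gap, without isolate 1 (5.05) and without isolate 2 (5.04), and the other 10 did not.

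For gambicin (ADIR006825) between infected and uninfected glands the log2FC was 6.41 against the paper's 5.56, and of the 15 alternatives set before the data were examined, 4 closed the gap by values within the standard error of 0.72, infected samples at 0 h only (6.25), without the uninfected sample in RPMI + 3% BSA (6.25), without the uninfected sample in Schneider's (6.13) and without isolate 2 (6.21), 1 more closed it only by a wider standard error, without the uninfected sample in RPMI (6.30), and the other 10 did not, while isolate 1 only on the scale of the paper's table (5.35), chosen after seeing the values, did, and the moved table as deposited (6.30) and median-ratio scaling (6.28), also chosen then, did only by a wider standard error. For ADIR008083 the log2FC was 3.31 against the paper's 2.11, and of the 15 alternatives, 1 closed the gap, without the uninfected sample in RPMI + 3% BSA (2.69), and the other 14 did not, while isolate 1 only (2.88) and isolate 1 only on the scale of the paper's table (1.86), chosen after seeing the values, did. For ADIR007940 the log2FC was 8.80 against the paper's 10.15, and of the 15 alternatives, 2 closed the gap by values within the standard error of 1.09, without the uninfected sample in Schneider's (9.22) and a pseudocount of 0.1 (10.46), 1 more closed it only by a wider standard error, without the uninfected sample in Schneider's + 3% BSA (9.04), and the other 12 did not, of which without isolate 4 (9.17) came within 1.09 of it but not within its own standard error, while isolate 1 only (9.18), chosen after seeing the values, did. For ADIR007941 the log2FC was 7.26 against the paper's 8.48, and of the 15 alternatives, 2 closed the gap by values within the standard error of 0.93, without the uninfected sample in RPMI + 3% BSA (7.72) and a pseudocount of 0.1 (7.75), and the other 13 did not, of which without isolate 4 (7.56) came within 0.93 of it but not within its own standard error, while isolate 1 only (7.58), chosen after seeing the values, did. For ADIR003224 the log2FC was −1.95 against the paper's −3.04, and none of the 15 alternatives closed the gap, with values from −2.26 to −1.76. For ADIR004887 the log2FC was −1.69 against the paper's −2.67, and of the 15 alternatives, 3 closed the gap by values within the standard error of 0.92, a pseudocount of 0.1 (−1.79), without isolate 2 (−2.07) and without isolate 3 (−1.91), 5 more closed it only by a wider standard error, without the uninfected sample in RPMI (−1.72), without the uninfected sample in RPMI + 3% BSA (−1.66), without the uninfected sample in Schneider's (−1.75), without the uninfected sample in Schneider's + 3% BSA (−1.64) and without isolate 1 (−1.68), and the other 7 did not, while isolate 1 only on the scale of the paper's table (−2.78) and median-ratio scaling (−1.82), chosen after seeing the values, did, and the moved table as deposited (−1.74), also chosen then, did only by a wider standard error.

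Some genes that the paper names as changed did not pass the call in the main fit here. The paper names ROM1, GEST, SPECT1, CelTOS, TRAP, CDPK4, AMA1 and PVP01_0210600 among genes of the quiescent state, and here they were higher in Schneider's at 0 h by 1.71, 3.23, 1.94, 2.12, 1.69, 2.33, 2.21 and 3.20 in that order, without passing the call. With the replicate block all of them but AMA1 passed it, with adjusted p values of 7.7e-04, 0.0175, 2.1e-04, 0.0243, 0.0167, 0.0170 and 0.0408, and AMA1 had 1.61 with an adjusted p of 0.179. It places CelTOS, AMA1 and TRAP in the invasion group, and in RPMI + 3% BSA they were higher at 0 h by 1.34, 1.52 and 1.16, which was not called with or without the replicate block. Cecropin (ADIR000944) and attacin (ADIR014587), named as induced, had 4.88 and 2.06 without being called, except cecropin in 1 alternative. The salivary gland protein genes ADIR014650, ADIR003224 and ADIR004887, given as lower, had −1.98, −1.95 and −1.69, and none passed the call at 2, except ADIR003224 in 2 alternatives. Of the genes that Table 4 gives as lower, 1 of 28 was called.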

Other observations

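The tests of depth for the distances, of incubation and of the batch of uninfected mosquitoes, and of the columns in the paper's supplementary table were chosen only after the results had been seen.

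Each number of called genes was set against other splits of the same samples. For P. vivax, labels of time points were exchanged only between samples of the same isolate and medium, and labels of BSA only between samples of the same isolate, base medium and time point, so that other splits part as many samples of an isolate as the real one and differ from it in which samples of each pair carry the label. Comparisons of single conditions allow 16 exchanges, of which the real split is 1, so that a share under 0.05 is out of reach. As many genes, the real split included, came from 2 of 16 splits for Schneider's at 0 h against RPMI + 3% BSA at 37 °C (up to 309 in another split), from 2 of 16 for 0 h against 37 °C in RPMI + 3% BSA (up to 365) and from 1 of 16 for 37 °C against 0 h in RPMI (up to 1). For genes lower at 37 °C than at RT, 1 of 100 splits gave as many (at most 83 in another), for genes higher at 37 °C than at RT 1 of 100 (at most 102), and for genes higher at 37 °C than at 0 h 1 of 100 (at most 228). BSA over all time points gave 1 of 100 for higher genes (at most 15) and 1 of 100 for lower genes. For genes higher at 0 h than at 4 h, 7 of 100 splits gave as many, up to 583, so that this number, from the fit without a replicate block, cannot be told apart from such exchanges. With BSA at 0 h no split can give fewer than the 0 genes called (16 at an unadjusted p under 0.05), so that 100 of 100 is fixed in advance. The same splits with the replicate block were chosen after seeing the data and gave 2 of 100 for genes higher at 0 h than at 4 h (up to 344), 2 of 16, 2 of 16 and 1 of 16 for the 3 comparisons of single conditions above, 2 of 100 and 1 of 100 for lower and higher genes at 37 °C against RT, 1 of 100 for 37 °C against 0 h, and 1 of 100 and 2 of 100 for higher and lower genes with BSA.

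For infection, other splits gave the uninfected label in each medium to 1 sample drawn among the infected and uninfected samples of that medium, and at 0 h among the 0 h samples, so that they mix isolates where the real uninfected samples share 1 replicate number. As many higher genes came from 7 of 100 splits (up to 678) and as many lower genes from 6 of 100 (up to 269), so that neither number can be told apart from such splits. At 0 h the splits were 3 of 100 for higher genes (up to 172) and 3 of 100 for lower genes (up to 287). Incubation of the infected samples at 4 h and 37 °C was tested as an explanation for the higher genes: 124 of 173, 71.7%, were also called at 0 h, so that incubation does not account for most of them. Of the 31 genes that rose at 37 °C in infected glands, 5 were among the 173, and none of those 5 was called at 0 h, ADIR007940 and ADIR007941 among them, which may owe their place to incubation. The authors' normalization was tested with median-ratio scaling, which gave 155 higher genes and 98 lower genes, so that the number of lower genes may depend on the scaling. All 4 uninfected samples carry 1 replicate number, and the labels give day 18 for them and days 14 to 16 for infected samples, so that neither a batch nor the age of the mosquitoes can be told apart from infection.

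Relative depth was tested as an explanation for the distances from 0 h, in a family of 4 relations with Benjamini-Hochberg adjustment. It was higher at 37 °C than at RT by 0.297 on the log2 scale (two-sided permutation p = 0.395), and higher with BSA at 37 °C by 1.21 (two-sided exact permutation p = 0.00901), where depth as the cause would need a lower depth. Over the samples at 4 h (n = 28), Pearson's r of the distance with relative depth was 0.207 (permutation p = 0.290, adjusted p = 0.579) and 0.182 without the 2 samples farthest from the median depth. Spearman's rho there was 0.207 (permutation p = 0.289, adjusted p = 0.578). Over the samples at 37 °C (n = 16), Pearson's r of the distance with relative depth was 0.199 (permutation p = 0.454, adjusted p = 0.605) and 0.334 without the 2 samples farthest from the median depth. Spearman's rho there was 0.106 (permutation p = 0.695, adjusted p = 0.695). With and without BSA these samples form separate groups in depth, so the relation was also calculated within each. With BSA (n = 8), Pearson's r of the distance with relative depth was −0.849 (exact permutation p = 0.00905, adjusted p = 0.0362) and −0.873 without the 2 samples farthest from the median depth. Spearman's rho there was −0.833 (exact permutation p = 0.0154, adjusted p = 0.0615). Without BSA (n = 8), Pearson's r of the distance with relative depth was −0.0866 (exact permutation p = 0.851, adjusted p = 0.851) and 0.0397 without the 2 samples farthest from the median depth. Spearman's rho there was −0.190 (exact permutation p = 0.665, adjusted p = 0.695). Samples with BSA were the deeper ones and, among them, the deepest lay closest to 0 h. These values go against depth as the cause of the larger distance with BSA. They rest on an indirect estimate of depth and do not exclude it. Over all time points relative depth in P. vivax was higher with BSA by 0.83 (two-sided permutation p = 1.6e-04), and in An. dirus at 37 °C it was lower with BSA by a log2 difference of −2.21 (two-sided exact permutation p = 4.7e-04), and no explanation of these differences was tested.

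At 4 h and RT the distance from 0 h was 0.129 ± 0.0380 (SD, n = 6) with BSA and 0.121 ± 0.0263 (SD, n = 6) without. With only genes of at least 20 FPKM in a condition, chosen after seeing the data, the distances were 0.377 at 37 °C and 0.243 at RT, and 0.458 with and 0.296 without BSA at 37 °C.

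In the paper's supplementary table of An. dirus values, 7 of 12 infected columns hold the values of isolate 1 multiplied by a constant between 0.388 and 0.649. In these columns 98.3 to 99.4% of genes, out of 1571 to 1661 per column, lay within 1% of that constant. The uninfected columns equal the deposited values. Over the 12 columns the median ratio to isolate 1 was 0.455, a log2 of −1.14. The 0 h columns of the P. vivax tables equal, to within 1%, the mean of isolates 1 to 4 at 100% of genes, and the mean of all 5 isolates at 3.16 to 5.27%. No biological explanation applies to columns of a table, and none was tested.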
